# Comparative Analysis of rRNA Removal Methods for RNA-Seq Differential Expression in Halophilic Archaea

**DOI:** 10.3390/biom12050682

**Published:** 2022-05-10

**Authors:** Mar Martinez Pastor, Saaz Sakrikar, Deyra N. Rodriguez, Amy K. Schmid

**Keywords:** archaea, RNAs-seq, rRNA removal, halophiles, transcriptomics

## Abstract

Despite intense recent research interest in archaea, the scientific community has experienced a bottleneck in the study of genome-scale gene expression experiments by RNA-seq due to the lack of commercial and specifically designed rRNA depletion kits. The high rRNA:mRNA ratio (80–90%: ~10%) in prokaryotes hampers global transcriptomic analysis. Insufficient ribodepletion results in low sequence coverage of mRNA, and therefore, requires a substantially higher number of replicate samples and/or sequencing reads to achieve statistically reliable conclusions regarding the significance of differential gene expression between case and control samples. Here, we show that after the discontinuation of the previous version of RiboZero (Illumina, San Diego, CA, USA) that was useful in partially or completely depleting rRNA from archaea, archaeal transcriptomics studies have experienced a slowdown. To overcome this limitation, here, we analyze the efficiency for four different hybridization-based kits from three different commercial suppliers, each with two sets of sequence-specific probes to remove rRNA from four different species of halophilic archaea. We conclude that the key for transcriptomic success with the currently available tools is the probe-specificity for the rRNA sequence hybridization. With this paper, we provide insights into the archaeal community for selecting certain reagents and strategies over others depending on the archaeal species of interest. These methods yield improved RNA-seq sensitivity and enhanced detection of low abundance transcripts.

## 1. Introduction

The expression of the genomic information of an organism depends on the cell status and environmental factors that determine the phenotype. The genes across the genome that are being transcribed collectively define the transcriptome, and the compendium of methods that enable the study of the expression of large number of genes simultaneously is known as transcriptomics. RNA sequencing (RNA-seq) has emerged as a widely used approach to transcriptome profiling with high throughput, sensitivity, dynamic range, and relatively low cost compared to former methods such as microarrays. The first successful RNA-seq experiments were performed using eukaryotic model organisms [1,2,3,4]; however, using this tool for understudied models such as archaea has been challenging despite their biological and evolutionary importance.

Archaea are prokaryotic microorganisms that were defined as the third branch of life in the late 1970s, when Carl Woese and colleagues found substantial 16S differences that warranted classifying the Archaea as a distinct group separate from the Bacteria and Eukarya [5]. Recent phylogenetic evidence is more consistent with a two-domain tree, with Eukarya stemming from Archaea [6]. Although archaeal species are typically known for their survival in extreme environments, they are now known to be diverse and abundant, colonizing a vast array of habitats (from oceans to human skin to extreme environments [7,8]). Therefore, differential expression analysis using transcriptomics in archaea is an important step for a better understanding of responses to diverse environments [9,10]. Such studies advance knowledge of the unique molecular biology of archaea, which combine the molecular characteristics of both bacteria and eukaryotes, such as transcriptional regulation [11].

Despite previous progress on differential expression by RNA-seq in archaea [12], this method has recently become unavailable. Previously, archaeal transcriptomics studies successfully depleted rRNA using commercially available reagent kits for rRNA removal in bacteria [13,14,15,16,17]. However, these kits were discontinued in 2018. Ribosomal RNA (rRNA) in archaeal transcriptomes can reach more than 90% of the total cellular RNA. As we report in the current work, ribodepletion is a key step for reliable RNA-seq results because high rRNA sequencing reads can preclude the detection of messenger RNA (mRNA). rRNA removal enables higher sequencing depth of mRNA, leading to better detection of transcripts. This is critical for analyzing differential expression, particularly when detecting non-coding or lowly expressed RNAs [18]. Previous studies have suggested a minimum sequencing depth of two [19] to ten [20] million reads per sample for obtaining reproducible results for differential expression, while the ENCODE consortium [21] mandates 30 million reads (albeit for much larger human genomes). Such sequencing depth enables sound statistical comparisons of differential expression on a per-gene basis: at least five reads per gene are typically needed to detect the significance of change in expression for a given gene [18]. Some archaeal studies have reported RNA-seq without rRNA removal, but these were conducted for different purposes that are possible without rRNA removal (e.g., transcription start site mapping [22], small RNA detection [12], etc.). Removing rRNA also substantially reduces the cost of RNA-seq, enabling extensive sample multiplexing in a single sequencing run, especially for relatively small archaeal genomes (~2–8 Mbp).

In this work, we have studied four species of halophilic archaea that have been widely used as model organisms in the archaeal research community: *Halobacteium salinarum* (HBT) and *Haloarcula hispanica* (HAH) of the family Halobacteriaceae require salt concentrations close to saturation, whereas *Haloferax volcanii* (HVO) and *Haloferax mediterranei* (HFX) of the family Haloferacales colonize lower salinity environments. These four species are highly tractable models for extremophilic microorganisms given their relatively fast generation time (2–6 h in rich medium), facile genetic tools [23,24,25], and highly curated genomic annotations and databases [26,27,28,29]. Establishing a set of tools and best practices for transcriptomics methods would, therefore, greatly facilitate advances in this field.

Archaeal RNA, similar to that of bacteria, lacks a 3′ polyA tail, so rRNA cannot be removed by polyT tagging. Here, we test two methodologies for rRNA depletion in archaea using (a) biotinylated probes and (b) enzymatic digestion. We use probes that come packaged with commercial kits as well as sequence-specific probes customized for particular species of interest. The first approach (biotinylated probes/streptavidin beads) consists of a physical removal of rRNA by hybridizing with a pool of biotinylated oligo probes. These probes are then captured and removed from the RNA sample using streptavidin-coated magnetic beads. In contrast, the enzymatic removal of rRNA consists of generating DNA-rRNA hybrids by incubating specifically designed DNA probes complementary to rRNA. Hybrids are then treated with RNaseH that catalyzes the cleavage of RNA when it is bound to a DNA substrate.

Here, we report that the two methods are equally successful for removing rRNA across the four species of halophilic archaea growing in diverse media. Both methods can be used successfully with probe sequences custom-designed for one species or with a broad probe pool designed to target multiple species simultaneously. We show that bacterial rRNA probes are sufficiently divergent in sequence to preclude the use of recently developed custom and commercial bacterial rRNA probe sets in archaea [30]. These methods are robust to varying culturing conditions (rich and defined media). This analysis has achieved the goal of identifying an efficient and broadly useful strategy for depleting undesirable archaeal rRNA prior to sequencing for successful transcriptomics.

## 2. Material and Methods

### 2.1. Media, Strains, and Growth Conditions

All strains, media, and conditions used for this study are summarized in Table 1 and Table 2.

For routine culturing in these media, each species was freshly streaked onto solid medium from frozen stock. Single colonies were inoculated in triplicate in 3 mL of rich, minimal, or defined liquid media (Table 2) and grown aerobically until saturation (stationary phase) at 42 °C with continuous shaking at 225 rpm for HBT, HFX, and HVO; 37 °C for HAH. From each saturated pre-culture, 50 mL cultures were initiated by diluting the pre-culture to OD_660_ = 0.02–0.1 in 150 mL Pyrex flasks, and 3 mL of each were harvested in mid exponential phase OD_660_ = 0.4–0.8 (doubling times and incubation times included in Table 3), by centrifugation in a tabletop centrifuge (5424, Eppendorf) at 21,130× *g* for 3 min. Supernatant was discarded and pellets were immediately snap-frozen in liquid N_2_ and stored no longer than 3 weeks at −80 °C until RNA extraction.

### 2.2. RNA-Seq Experimental Protocol

Total RNA was extracted from pellets using Absolutely RNA Miniprep kit (Agilent Technologies, Santa Clara, CA, USA) according to manufacturer’s instructions. The concentration and integrity of resultant RNA was quantified by Nanodrop One (Thermo Scientific, Grand Island, NY, USA) and RNA electropherograms, Bioanalyzer 2100 Instrument with the RNA 6000 Nano kit (Agilent Technologies, Santa Clara, CA, USA), respectively. RNA was checked for DNA contamination by PCR using 200–300 ng of input RNA and primers given in Table 4 for 30–35 cycles. Extracted RNA was high quality in all samples, with a Bioanalyzer RNA integrity number (RIN) greater than 8.

Ribosomal RNA was removed using the following reagent kits and methodologies, abbreviated throughout the text and figures as indicated below:

1. Biotinylated probes with strepdavidin bead pull-down:
  - Discontinued Ribo-Zero rRNA Removal Kit (Bacteria). Abbr: RZ;
  - siTools HVO RiboPOOL^TM^ with probes specific for HVO. Abbr: rP-HVO;
  - siTools Pan-Archaea riboPOOL^TM^ (probes included). Abbr: rP-PA.
2. RNAse H and enzymatic depletion-based protocols with magnetic bead pull-down:
  - Ribo-Zero Plus Kit (probes included). Abbr: RZ+;
  - NEBNext Bacteria rRNA depletion Kit (New England Biolabs) with probes designed for bacteria (included in kit from NEB). Abbr: NEB-B;
  - NEBNext Depletion Core Reagent Set with customized sequence-specific probes for HVO (Table S3). These probes were designed using the NEB web tool (https://depletion-design.neb.com/, accessed on 3 January 2020) and ordered from IDT technologies (idtdna.com, accessed on 3 January 2020). Abbr: NEB-HVO.

RNA input to each depletion kit was 300–500 ng. Ribodepletion was performed according to the manufacturer’s manuals using default or custom-designed probes as well as modifying time of enzymatic incubation with RNaseH. These details and ordering information are specified in Table S1.

Library preparation from 1–10 ng rRNA-depleted RNA was performed using NEBNext UltraII Directional RNA Library Preparation Kit (Illumina, #E7760) following the vendor protocols and complementing cleaning steps with NEBNext Sample Purification Beads (#E7767). An extra cleaning step using the same type of beads was carried out when samples showed contamination with adaptor dimers. The obtained library quality and concentration was assessed by monitoring the distribution of the fragment sizes with a Bioanalyzer 2100 instrument using RNAnano reagent kit (Agilent Technologies, Santa Clara, CA, USA). This size and quantity information was used for pooling the libraries in equimolar concentrations to normalize each library. Libraries were subjected to HiSeq2500, HiSeq4000, or NovaSeq6000 by the Sequence and Genomics Technologies Facility at Duke University. Additional experimental metadata, results, and details are given in Table S1.

### 2.3. Data Analysis

#### 2.3.1. Publications on Archaeal RNA-Seq per Year

Data regarding the number of yearly publications, available from the National Center for Biotechnology Information (NCBI) PubMed database (https://pubmed.ncbi.nlm.nih.gov/, access date 4 May 2021), were searched for with the phrases “archaea”, “RNA-Seq”, and “archaea RNA-Seq”. Database hits were downloaded from the NCBI PubMed database on 1 November 2021. The publication of Carl Woese’s seminal paper regarding the classification of Archaea in 1977 [5] was used as the starting date. The downloaded data are shown in Table S2. The code used to generate Figure 1 is in https://github.com/amyschmid/rRNA_analysis.

#### 2.3.2. RNA-Seq Data Processing

FASTQ files generated by sequencing were downloaded and processed as described previously [34]. Files were quality-checked using FastQC, adapter sequences were trimmed using TrimGalore! with cutadapt (FastQC and TrimGalore! downloaded from http://www.bioinformatics.babraham.ac.uk/projects/, accessed on 13 November 2017). Trimmed files were aligned to the reference genomes of the four species of interest (Table 1) using Bowtie2 [35]. The resultant SAM files were converted into a compact BAM file using SAMtools [36] to generate, sort, and index reads. BAM files were used as the input for HTSeq-count [37] to generate a count file, assigning a numeric raw count of reads to each gene. Details regarding the full workflow are included in reference [34]. To determine the rRNA percentage remaining following depletion, the counts corresponding to each of 16S, 23S, and 5S rRNA genes was divided by the total number of raw counts mapping to all genes. The ratio was multiplied by 100 to yield a percentage. These genes are listed in Table 5.

The results, expressing all rRNA, 16S rRNA, 23S rRNA, and 5S rRNA as a percentage of total reads, are listed in Table S1. The code used to generate figures is in https://github.com/amyschmid/rRNA_analysis, and the input to the code is also given in Table S1 under the appropriate tabs.

#### 2.3.3. Probe Specificity Analysis

Sequences of probes custom-designed for HVO rRNA removal using the NEB website (https://depletion-design.neb.com/) were compared to HBT strain NRC-1 genome sequence using NCBI BlastN search with default parameters (NCBI taxonomy ID: 64091; NCBI access date 4 May 2021). The resultant sequence identity (expressed as a percentage) was noted for each of the 117 sequences. These data were classified into four categories: 100% identity, 90–99% identity, <80% identity, and no significant similarity. The probe sequences, BLAST results, and identity percentages are listed in Table S3. The code used to generate the corresponding figure is in https://github.com/amyschmid/rRNA_analysis and the specific inputs to generate this figure are in the appropriate tabs within Table S3.

#### 2.3.4. Count Correlations

RNA-seq read counts corresponding to all genes outside of rRNA genes for different rRNA removal methods and replicates in HBT and HVO were calculated as described above. Each gene’s count was expressed as a percentage of total counts, and the arithmetic average of all replicates using a particular method was calculated. These average values for each gene for a given removal method were then noted in Table S4. The code used to generate the corresponding figure is in https://github.com/amyschmid/rRNA_analysis and the specific inputs to generate this figure are in the appropriate tabs within Table S4.

#### 2.3.5. Power Analysis

RNA-Seq data generated from a pilot run for a published project [34] from the Schmid lab were used as input to the power optimization tool Scotty [38]. Instructions for accessing the Scotty web app can be found here: https://github.com/amyschmid/rRNA_analysis/scotty-access-instructions. This tool was used to assess power for differential expression experiments involving up to 10 biological replicates with between 1 and 15 million reads mapping to genes for each replicate, so that at least 75% of two-fold differentially expressed genes could be detected at *p* < 0.01.

#### 2.3.6. Probe Design for Other Species of Interest

To facilitate future studies, probes were also designed for the remaining three species of interest (HBT, HAH, and HFX), and FASTA files for gene sequences encoding 16S and 23S rRNA were downloaded from NCBI Gene database (https://www.ncbi.nlm.nih.gov/gene; accessed on 28 April 2022) and submitted to the NEB online design tool (https://depletion-design.neb.com/). Probe set sequences and gene accession numbers are given in Supplementary Table S5.

## 3. Results

### 3.1. Discontinuation of the Illumina RiboZero Kit Is Associated with a Decline in Published Archaeal RNA-Seq Studies

RNA-Seq of archaeal species belonging to diverse clades has previously been facilitated by rRNA depletion using the bacterial Ribo-Zero kit from Illumina [13,14,15,16,17] (Methods). However, the kit was discontinued in 2018. To determine the impact of this discontinuation, we conducted a comprehensive literature search on the PubMed database for articles reporting on archaea (1977–present) and on RNA-seq in archaea (2010–present). The discontinuation of the Ribo-Zero kit appears to correlate with a plateau and decline of papers published on the topic of RNA-seq in archaea, even as the number of publications on archaea in general and on RNA-Seq in other domains of life has grown (Figure 1). Within our lab, we had successfully used this kit on two model halophile species, HBT [14] and HVO (Mar Martinez Pastor, unpublished data). The Ribo-Zero kit used biotinylated RNA probes designed to deplete abundant rRNA transcripts from bacterial total RNA with streptavidin beads. We observed 100% removal of rRNA from HVO total RNA samples (Figure 2). In contrast, removal from HBT was variable, with a median rRNA value of 35% (range 18.7–46.4%; Figure 2; Table S1), at a level which allowed analysis of differential expression [14]. Because RNA-seq transcriptomic profiling studies across halophilic archaea are valuable to understand responses to environmental perturbation, we were motivated to find a suitable replacement capable of matching or bettering this performance across four model species of halophiles routinely used in our lab (HBT, HVO, HFX, and HAH, abbreviations listed in Table 1).

### 3.2. Testing New rRNA Depletion Strategies on Total RNA Samples from Halobacterium salinarum (HBT)

In our lab, discontinuation of the Ribo-Zero kit stalled ongoing RNA-seq experiments across four species of halophilic archaea (HBT, HVO, HAH, and HFX). We started with rRNA removal in HBT given our recent success with RNA-seq in this organism [34]. We used three enzymatic digestion-based rRNA depletion approaches from the following commercial kits (details in Table S1 and Methods): (a) NEBNext Bacterial rRNA Removal Kit (probes included, abbreviated throughout as “NEB-B”); (b) NEBNext rRNA Core Depletion Reagent Set (with user-designed probes specific for HVO, a method abbreviated throughout as “NEB-HVO”); and (c) the newly released Ribo-Zero Plus kit from Illumina (includes probes allowing universal depletion across bacteria and eukaryotes, “RZ+”). 

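RNA-seq libraries of HBT were compared as read counts per gene. The untreated control, RZ+ and NEB-HVO digestion for 30, 60 and 120 min each had 3 replicates, sequenced in September 2020. The authors prepared directional libraries, trimmed the reads with TrimGalore! and cutadapt, aligned them with Bowtie2 and counted reads per gene with HTSeq-count, whose versions are not given in the sources used here. Each library has counts for 2623 genes, rRNA genes included. Total counts on genes ranged from 27374633 to 35364396 (median 30042395) in the control and from 26086403 to 29196207 (median 28004135) after RZ+. They ranged from 27662265 to 31309573 (median 28108730) after 30 min with NEB-HVO, from 22539216 to 31455978 (median 30127022) after 60 min and from 20424590 to 28490032 (median 24051747) after 120 min. The rRNA percentage followed the paper's methods, the counts on the 16S, 23S and 5S genes divided by the counts on all genes. Reads outside genes and reads of low mapping quality did not enter it. At these totals the 95% Wilson interval of a single library was narrow (86.407% to 86.431% for replicate 1 after 30 min), and it covers counting error only. Differences between group means were tested with exact permutation tests (two-sided), and 3 libraries against 3 allow no p below 0.1. Same-numbered libraries of these 5 groups deviated from their group means alike across genes, so the tests of the rRNA percentage against the control and over time were also run with the replicate number as a block. Libraries from Ribo-Zero, NEB-B and a second batch of NEB-HVO were not analysed here.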

We used HVO-specific probes at first in HBT to determine the effectiveness of using species-specific probes to remove rRNA across related halophilic archaea. Following rRNA removal, the resultant RNA samples were subjected to Next Generation sequencing, and the number of rRNA reads removed was quantified as compared to an untreated RNA control (Methods).

We observed that ~95% of reads from sequenced untreated RNA correspond to rRNA (Figure 3, Table S1). 

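In the untreated HBT libraries, rRNA took 94.8% ± 0.309 of the counts on genes (SD, n = 3; median 95.0%). The 16S rRNA gene (VNG_RS09790) held 36.3% ± 0.499 and the 23S rRNA gene (VNG_RS09800) 58.6% ± 0.190 (SD, n = 3). The 5S rRNA gene (rrf) held 0.00241% ± 0.000618 (SD, n = 3), which corresponds to 561 to 844 counts per library. Among the other genes, csg, which encodes the S-layer glycoprotein, had the highest share of non-rRNA counts, 9.53% ± 0.482 (SD, n = 3). The RNA of RNase P (rnpB) followed with 2.49% ± 0.0461 and the signal recognition particle RNA (ffs) with 1.96% ± 0.277 (SD, n = 3). No count fell on pyrF, the gene deleted in this ∆ura3 strain, where a count of 0 allows a share of up to 1.10e-05% of the counts in the shallowest control.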

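In the RZ+ libraries, 91.9% ± 0.167 of the counts on genes came from rRNA (SD, n = 3; range 91.8% to 92.1%). The mean fell by 2.96 percentage points from the control, and each RZ+ library lay below each control library (exact permutation test, p = 0.1, the smallest that 3 against 3 allow; adjusted over 5 comparisons, p = 0.1). The 16S share was 34.8% ± 0.210 and the 23S share 57.1% ± 0.0443 (SD, n = 3). Counts on the 5S gene rrf were 171 to 286 per library. Relative to the counts on all other genes, 16S rRNA was 1.65-fold ± 0.0438 and 23S rRNA 1.62-fold ± 0.0321 less abundant than in the control (SD, n = 3).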

RZ+ treatment achieved a negligible reduction of rRNA to ~92%. A slightly more substantial reduction was seen with the NEB-B method, with a median remaining rRNA percentage of 86%. Of these methods, the best results were obtained using NEBNext with customized probes designed to bind HVO rRNA sequences (NEB-HVO), although high levels of rRNA still remained (median remaining rRNA 80.5%, range 63% to 86%). 

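After digestion with the HVO probes, HBT libraries kept 85.4% ± 0.910 rRNA at 30 min and 82.4% ± 1.82 at 60 min (SD, n = 3 each). The means fell by 9.48 and 12.4 percentage points from the control (exact permutation tests, p = 0.1 for each, the smallest that 3 against 3 allow). The highest of the 30-min libraries, 86.4%, was below the lowest of the RZ+ libraries. The 16S share fell to 19.7% ± 0.121 at 30 min and 19.0% ± 1.39 at 60 min, with 23S at 65.7% ± 0.875 and 63.4% ± 0.538 (SD, n = 3). The 5S gene rrf had 7 to 10 counts per library at 30 min and 5 to 14 at 60 min.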

We note that using no removal, RZ+, and NEB-HVO methods result in a range of ~1.5–3.6M reads mapping to non-rRNA genes per sample (with 12 total samples run on one lane, Table S1). 

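Counts on genes other than rRNA numbered 1491755 to 1761716 per library without removal and 2139947 to 2311225 after RZ+ (n = 3 each). With NEB-HVO they numbered 4205396 to 4252121 at 30 min, 4116742 to 5695663 at 60 min and 5108736 to 8085658 at 120 min (n = 3 each). As a percentage of the counts on genes, non-rRNA made up 5.15% ± 0.309 in the control, 8.11% ± 0.167 after RZ+ and 14.6% ± 0.910 after 30 min with NEB-HVO (SD, n = 3). The S-layer gene csg alone took 13.3% ± 0.668 of the non-rRNA counts after RZ+ and 9.96% ± 0.677 after 30 min (SD, n = 3).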

Based on our power analysis using online tools [38], this level of sequencing depth would require 5–6 biological replicates for reliable detection of 75% of differentially expressed genes (FDR < 0.05, log fold change ≥ 2.0) (Figure S1). Since this depth was achieved with 12 samples multiplexed per lane, a requirement of 4–5 samples of each type would restrict RNA-Seq experimental design to a single comparison (for example, two genotypes in one condition or two conditions for the same genotype) per lane. Hence, the inefficient rRNA removal severely limits the extent to which samples can be multiplexed, increasing costs even in the modern high-throughput sequencing instruments used here (Table S1).

We hypothesized that poor rRNA removal may stem from either the incomplete RNase H digestion or the imperfect sequence match between the HVO rRNA probes used in the NEB-HVO method and the rRNA genes of HBT. To test the efficacy of RNAse H digestion, we carried out this digestion over 30 min (manufacturer protocol) and 120 min (extended digestion) using the NEB-HVO method. Each digestion time used the same extracted RNA sample (split into two different aliquots for digestion) and was performed in biological triplicate within the same sequencing batch. 

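HBT libraries kept a median of 84.9% rRNA after 30 min of RNase H digestion, 81.7% after 60 min and 75.0% after 120 min. The mean after 120 min was 73.9% ± 1.95 (SD, n = 3), and it fell by 21.0 percentage points from the control (exact permutation test, p = 0.1, the smallest that 3 against 3 allow). Across the 3 times the rRNA percentage fell by 5.75 points for each doubling of the time (Pearson's r = -0.93 over 9 libraries). The exact permutation test over all 1680 assignments of the libraries to the times gave p = 0.00119. The paper states that 30 and 120 min used aliquots of the same RNA, and same-numbered libraries of 60 min deviated alike with them. Times were therefore also permuted within each replicate number, which gave p = 0.00926 (exact test over 216 assignments). The 16S share was 16.1% ± 0.246 and the 23S share 57.8% ± 1.76 at 120 min (SD, n = 3), and 5S (rrf) had 5 to 13 counts per library. All libraries of this comparison belong to a single sequencing batch.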

A marked improvement in rRNA removal is seen in the 120-min digestion (Figure 4A), with 75% median rRNA remaining, as compared to 85% for the 30 min samples. However, when comparing the results between different batches of sequencing, we found that the batch effect was stronger than the RNAse effect: 30 min RNAse H digestion from a different batch produced a rRNA range of 63–76% (median 68%), better than even the 120 min digestion from the first batch. Hence, while longer RNAse H digestion could potentially improve rRNA removal, this effect is inconsistent.

Based on these results, we then tested the hypothesis that this relatively poor rRNA removal (compared to the discontinued RZ method) was associated with sequence mismatches between probes and rRNA. Using the NEB-HVO method, we observed that the probe sequences custom-designed for HVO rRNA matched HBT 16S rRNA sequences better than 23S probe sequences (Figure 4B, Table S3). We note that using the NEB custom probe method allows for the study of probe sequences, unlike the other methods, where probe sequences are not provided by the company. In total, 19% of 16S HVO probe sequences had 100% identity with HBT 16S rRNA, compared to only 8% for 23S rRNA. Conversely, 25% of 23S probe sequences shared no sequence similarity with HBT 23S rRNA, while this was only 16% for 16S. 

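Relative to the counts on non-rRNA genes, NEB-HVO removed more of the 16S than of the 23S rRNA of HBT. At 30 min 16S rRNA was 5.25-fold ± 0.339 less abundant than in the control and 23S rRNA 2.54-fold ± 0.190 (SD, n = 3). At 60 min the values were 6.57-fold ± 1.12 and 3.15-fold ± 0.348, and at 120 min 11.5-fold ± 1.01 and 5.16-fold ± 0.551 (SD, n = 3 each). The ratio of 16S to 23S counts was 0.619 ± 0.0105 without removal and 0.2998 ± 0.00399 at 30 min, 0.2997 ± 0.0201 at 60 min and 0.279 ± 0.00585 at 120 min (SD, n = 3). Each of these 3 ratios was below those of all controls (exact permutation tests, p = 0.1, adjusted p = 0.125). After RZ+ the ratio was 0.608 ± 0.00415, a difference of -0.0112 from the control (SD, n = 3; exact permutation test, p = 0.2). With the replicate number as a block the ratio was lower in 3 of 3 pairs for RZ+ and for each time of NEB-HVO (exact sign-flip tests, p = 0.25 each, the smallest that 3 pairs allow). From the identities in Table S3, 7 of 37 probes for 16S and 6 of 77 for 23S had full identity with HBT (18.9% and 7.79%; Fisher's exact test, two-sided, p = 0.114). At an identity of 90% or more the shares were 56.8% and 46.8% (Fisher's exact test, p = 0.424). Neither of these differences between the probe sets passed its test, which treats probes as independent draws. These are all the 16S and 23S probes of the set, so their shares differ as given whatever the test. No match was found for 16.2% of the 16S and 24.7% of the 23S probes, a difference that was not tested.

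**Figure D1:**
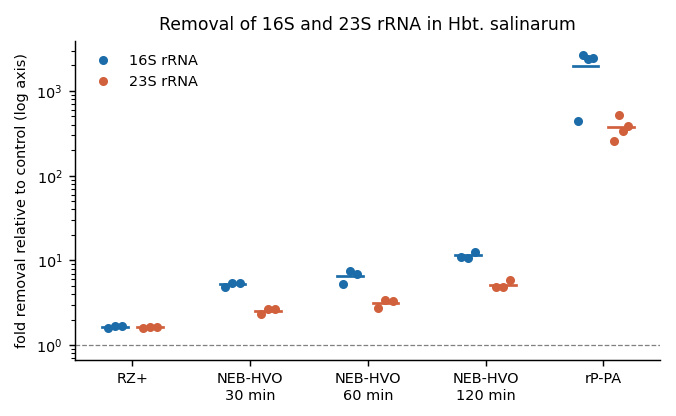
Fold removal of 16S (blue) and 23S (orange) rRNA in HBT by treatment, relative to the mean of the controls (log axis). Each point is a library and each line a group mean. At 120 min of NEB-HVO the means are 11.5 for 16S and 5.16 for 23S.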

Corresponding with these different levels of sequence identity, we observed that 16S rRNA removal was more effective (~15–35% remaining) than 23S rRNA removal (~55–65% remaining, Figure 4C, Table S3). Bacterial rRNA sequences (from which probe sequences included in the NEB rRNA removal kit are derived) are very different from those of archaea. Thus, as expected, the percentage of 16S and 23S rRNA reads remaining following treatment with the NEB-B method was comparable to the no-removal control (Figure 4C). Hence, there is a strong relation between probe sequence and rRNA removal, with even slight increases in probe specificity (Figure 4B), resulting in profound differences in rRNA removal (Figure 4C).

We conclude from these experiments that the NEBNext Core Reagent Set kit with probes custom-designed for the related species HVO (NEB-HVO) is the best of the reagent kits that we tested for HBT rRNA removal. 

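Taking 16S, 23S and 5S together, rRNA relative to non-rRNA counts was 1.63-fold ± 0.0365 less abundant than in the untreated HBT control after RZ+ (SD, n = 3). After NEB-HVO it was 3.16-fold ± 0.229 less abundant at 30 min, 3.94-fold ± 0.488 at 60 min and 6.54-fold ± 0.671 at 120 min (SD, n = 3 each). All 12 treated libraries held a lower rRNA percentage than the 3 controls. With the replicate number as a block, each treatment differed from the control with p = 0.25 (exact sign-flip test), the smallest that 3 pairs allow. NEB-B was not analysed here. From the rRNA left by RZ+, NEB-B and NEB-HVO, the paper concludes that NEB-HVO was the best of the kits tested for HBT. From the better match of its probes to 16S than to 23S rRNA, beside the better removal of 16S, the paper reasons that removal is strongly related to the probe sequence. Its other evidence is NEB-B, whose bacterial probes left 16S and 23S percentages comparable to those of the untreated control.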

RiboZero Plus (RZ+) and NEBNext Bacterial kit using the bacterial probes (NEB-B) led to less efficient rRNA removal for HBT. We expect that targeting custom probes specifically designed for the species of interest would likely result in better rRNA removal. To facilitate advancement in rRNA removal methods for the four halophilic archaeal species of interest here, we have used the NEB online design tool to develop custom sets of probe sequences for each of HBT, HVO, HAH, and HFX (Methods, Table S5).

### 3.3. Species-Specific Probe Methods Efficiently Remove Haloferax volcanii (HVO) rRNA

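Counts per gene of HVO were analysed for the same measure in libraries treated with NEB-HVO for 30 min (n = 4) or 120 min (n = 4), sequenced in January 2021, and with rP-HVO (n = 3), sequenced in April 2021. Trimming, alignment and counting were as described for HBT, and each library has counts for 3909 genes. Total counts on genes ranged from 24741098 to 33033423 (median 27519171) for NEB-HVO at 30 min and from 22177676 to 30968064 (median 25852535) at 120 min. For rP-HVO they ranged from 23164109 to 26412477 (median 26114446). The totals of the 30-min libraries match none of those in Table S1, while those of the other HVO libraries match. Their names also differ from those that Table S1 gives for its 30-min HVO libraries. Their sequencing date was taken from that group, so which libraries they are is not settled. HVO carries 2 copies each of the 16S gene (HVO_RS13015, HVO_RS18920) and the 23S gene (HVO_RS13025, HVO_RS18910), and its 5S genes are counted under rrf. Reads of low mapping quality, a class that holds reads placed equally well at 2 copies, were not assigned to genes. NEB-HVO and rP-HVO were sequenced in different batches, so that method and batch cannot be told apart.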

Having shown the importance of probe sequence specificity, we next tested two different methods with rRNA probes targeted to HVO against HVO total RNA samples: (a) NEBNext Core Reagent Set (“NEB-HVO” method); and (b) the siTools RiboPool kit (“rP-HVO”). Unlike the enzymatic NEB-HVO method, rP-HVO uses streptavidin-based removal of rRNA hybridized to biotinylated probes. For both methods, we used probes custom designed to be specific to HVO rRNA sequences (see Methods). We observed that both methods achieved nearly complete rRNA removal: median values of 0.008% and 0.000008% rRNA remaining were observed using NEB-HVO and rP-HVO methods, respectively (Figure 5; Table S1). These results with near-complete rRNA depletion in HVO with species-specific probes is in line with the observations above: the limiting factor with these probe-based methods is the identity of probe sequences with target rRNA sequences. 

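In HVO, NEB-HVO left 0.0143% ± 0.00501 rRNA at 30 min and 0.00860% ± 0.00199 at 120 min (SD, n = 4 each), with medians of 0.0129% and 0.00764%. rP-HVO left 1.39e-05% ± 1.43e-05 (SD, n = 3), with a median of 7.66e-06% and a mean of 5.72e-06% without replicate 3. Nearly all of the rRNA counts after NEB-HVO were on the 5S genes (rrf), with 3924 ± 994 counts per library at 30 min and 2200 ± 324 at 120 min (SD, n = 4). After rP-HVO rrf had 1.33 ± 1.15 counts (SD, n = 3). The 16S genes HVO_RS13015 and HVO_RS18920 had 5.25 ± 2.22 and 6.75 ± 3.10 counts at 30 min (SD, n = 4), and 0.333 and 1.67 counts after rP-HVO (means, n = 3). The 23S gene HVO_RS13025 had 0 counts in every library, which allows up to 1.35e-05% of the counts on genes in the shallowest. This limit does not cover reads placed equally well at both 23S copies, which were not assigned to genes. The difference between rP-HVO and the 30-min libraries was as large as this design can show (exact permutation test, p = 0.0571, adjusted over 4 comparisons p = 0.0762). The mean fell by 0.00571 percentage points from 30 to 120 min, and by 0.00334 without replicate 1 of 30 min (exact permutation test, p = 0.0571; p = 0.125 by an exact sign-flip test with the replicate number as a block), but without 5S it was 8.60e-06 points higher at 120 min (exact permutation test, p = 0.514). Reads of low mapping quality made up 8.06% ± 2.44 at 30 min, 6.34% ± 1.88 at 120 min and 2.45% ± 0.302 for rP-HVO (SD, n = 4, 4 and 3), and counting all of them as rRNA gives 9.22%, 7.29% and 2.86%. The paper relates the low values in both methods to its earlier observations in HBT, from which it reasons that the identity between probe and target rRNA limits removal.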

Overall, we found that using probes targeted to HVO with either method resulted in efficient and near-complete removal of rRNA from HVO samples. 

### 3.4. siTools Panarchaea Kit Efficiently Removes rRNA from Diverse Halophilic Archaeal Species

To expand our analysis to other model species, we then tested the siTools riboPOOL Panarchaea kit (rP-PA, Table S1, methods). 

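The rP-PA kit was applied to HBT (n = 4), HVO, HFX and HAH (n = 3 each), and counts per gene were made as described above. The HBT libraries were sequenced in June 2021 and those of the other species in April 2021. Total counts on genes ranged from 24802234 to 42961838 (median 27693906) in HBT and from 28474120 to 31879569 (median 29438642) in HVO. They ranged from 26246751 to 27915037 (median 27335586) in HFX and from 24735970 to 27342844 (median 25464828) in HAH. Libraries of HFX have counts for 3823 genes and those of HAH for 3810. The rRNA genes were those of the paper's Table 5. HAH has another rRNA operon (HAH_RS15165 and HAH_RS15170) that Table 5 leaves out, and it was added only as an alternative. The species were compared with a permutation test (100000 resamples) of the Kruskal-Wallis H. For HBT, treatment, sequencing batch and culture cannot be told apart, since no other HBT treatment was sequenced in June 2021 and these libraries came from other cultures.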

The probe set associated with this kit is composed of high complexity pools of biotinylated DNA probes with sequences designed to deplete rRNA from a broad spectrum of archaea, including several classes of Euryarchaeota and Proteoarchaeota (https://sitoolsbiotech.com/ribopools.php). The Panarchaea riboPOOL probes have been shown to remove 99% of rRNA from *Sulfolobus solfataricus* and *Sulfolobus acidocaldarius* (https://sitoolsbiotech.com/pdf/microbes-ribopools-072021.pdf), but to our knowledge, they have not been published for euryarchaeal species such as the four model halophiles of interest here. 

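With the Panarchaea probes, HBT kept 3.70% ± 1.42 rRNA (SD, n = 4; median 3.35%; range 2.41% to 5.71%). HVO kept 0.000302% ± 0.000284 (SD, n = 3; median 0.000232%), HFX 0.0472% ± 0.0447 (SD, n = 3; median 0.0385%) and HAH 0.428% ± 0.0764 (SD, n = 3; median 0.464%). The 4 species differed (Kruskal-Wallis H = 11.3, permutation test, p = 3e-05), and the ranges of the species did not overlap. HBT was sequenced in another batch, and the paper's Table 5 lists 1 rRNA operon for HBT and more for the other species. Reads placed equally well at several copies were not counted, so species cannot be told apart from copy number, or for HBT from batch. The mean was 0.000146% in HVO without replicate 3 and 0.0230% in HFX without replicate 1. In HBT 23S rRNA made up 3.11% ± 0.862 and 16S rRNA 0.579% ± 0.610 of the counts (SD, n = 4; 16S 0.274% without replicate 1). In HAH 23S made up 0.348% ± 0.0736 and 16S 0.0723% ± 0.0114, and in HFX 0.0344% ± 0.0335 and 0.0117% ± 0.0117 (SD, n = 3; 0.0163% and 0.00535% without replicate 1). In HVO the 5S genes (rrf) held most of the rRNA counts, 83.0 ± 77.6 per library (SD, n = 3; 40.5 without replicate 3). With the operon outside Table 5 counted, HAH kept 0.575%. Reads of low mapping quality made up 3.20% in HBT, 3.22% in HVO, 3.18% in HFX and 4.15% in HAH, and with all of them counted as rRNA the species kept 7.28%, 3.71%, 3.77% and 5.22%.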

After using this kit for ribodepletion, we observed that all tested RNA samples across the four species contained <10% rRNA, with median values of 3.3%, 0.0002%, 0.04%, and 0.5% for HBT, HVO, HFX, and HAH, respectively (Figure 6, Table S1). This extensive rRNA removal is more effective for HBT than for any previously tested methods (Figure 2 and Figure 3), and equally as effective as NEB-HVO and rP-HVO methods for HVO (Figure 4 and Figure 5). 

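In HBT, rP-PA lowered 16S rRNA 1986-fold ± 1032 and 23S rRNA 375-fold ± 111 relative to non-rRNA counts of the control (SD, n = 4). The rRNA percentage fell by 91.1 points from the control (exact permutation test, p = 0.0571, the smallest that 4 libraries against 3 allow). The ratio of 16S to 23S counts was 0.166 ± 0.127 (SD, n = 4; exact permutation test against the control, p = 0.0571), and 0.102 without replicate 1. In HVO, rP-PA left 0.000288 percentage points more rRNA than rP-HVO (exact permutation test, p = 0.1, the smallest that 3 against 3 allow), and 0.000132 points more without rP-PA replicate 3. With 5S left out the difference was 1.06e-05 points (exact permutation test, p = 0.6), and the libraries overlapped. This comparison lies within a sequencing batch, and with same-numbered libraries as a block the p was 0.25 (exact sign-flip test), the smallest that 3 pairs allow. The mean of HVO rP-PA fell by 0.0140 points from that of NEB-HVO at 30 min (exact permutation test, p = 0.0571), a comparison across batches. From the low values in all 4 species, the paper concludes that rP-PA removed rRNA efficiently from these halophiles.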

The other two species had not been previously tested, and no other RNA-seq results are available for comparison in the literature (other than for HFX small RNAs: in that study rRNA was not removed [39]). Taken together, these results demonstrate that the Panarchaea method (rP-PA) efficiently removed rRNA for four different model species of halophilic archaea.

### 3.5. Choice of Removal Method Does Not Affect Per-Gene Read Counts

It was observed previously that using different rRNA removal methods can affect the relative read counts of some non-rRNA genes [40,41]. Therefore, we tested whether rRNA removal and the choice of removal method changes the relative levels of mRNA. We calculated the gene counts from each sample as a percentage of the total (non-rRNA) counts from that sample, and correlated these relative counts obtained from different rRNA removal techniques (see Methods, Figure 7). 

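Each gene's counts were divided by the library's non-rRNA counts and averaged over the replicates of a method, as in the paper's methods. Pearson's r was then computed across 2620 non-rRNA genes of HBT and 3904 of HVO, where genes are not independent replicates. HBT entered with control, RZ+, NEB-HVO at 30, 60 and 120 min and rP-PA, which make 15 pairs of methods. HVO entered with NEB-HVO at 30 and 120 min, rP-HVO and rP-PA, which make 6 pairs. The same r between single replicates of a method gave the replicate level. In HBT csg, ffs, rnpB and the other genes among the 10 with the highest share held 23.4% of the non-rRNA counts, and in HVO the top 10 held 24.1%, so few genes weigh heavily in r. Changes of single genes were tested with edgeR's quasi-likelihood test on the counts without rRNA genes, normalized by TMM, at an adjusted p under 0.05. RZ+ and NEB-HVO were fitted with the 15 HBT libraries of September 2020, rP-PA with all 19 HBT libraries, and HVO with its 14 libraries. Gene groups were lists made from gene symbols, which 214 of 2623 HBT genes and 282 of 3909 HVO genes carry. The gas vesicle and small RNA lists were fixed before the data were examined, and the others before any gene was tested. Lists were tested with camera (adjusted over the lists of a comparison).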

We observed strong correlations of normalized relative counts of non-rRNA genes among different rRNA removal methods, as well as with untreated total RNA data for HBT (Figure 7A). The Pearson’s correlation coefficients between per-gene normalized read counts across different methods used on HBT were in the range 0.91–0.99, with an average value of 0.95. 

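Over the 15 pairs of HBT methods, r had a mean of 0.96. It was highest between NEB-HVO at 30 and 60 min (1.00 when rounded) and lowest between RZ+ and rP-PA (0.86). NEB-HVO correlated with RZ+ at 0.98 at each time, and with rP-PA at 0.91. Between single replicates of a method, r was 0.993 to 1.000 over 21 pairs. Between the group means of the control and the times of NEB-HVO it was 0.996 to 1.000, and for all pairs with RZ+ or rP-PA it lay below the range of the replicates. Without the 10 genes of highest share the lowest pair was 0.81, and on log2 shares it was 0.95. The gene csg took 10.2% ± 0.146 of the non-rRNA counts with rP-PA (SD, n = 4), against the higher share in RZ+ given above. The share of ffs was 0.740% ± 0.0605 in RZ+ (SD, n = 3) and 6.59% ± 0.627 in rP-PA (SD, n = 4).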

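In HBT the untreated control correlated with NEB-HVO at 0.997 for 30 and 60 min and 0.996 for 120 min. It correlated with RZ+ at 0.975 and with rP-PA at 0.922, both below the lowest value between replicates (0.993). The rP-PA libraries came from another batch and from other cultures. Without the 10 genes of highest share, the lowest r with the control was 0.83. Over the control and rP-PA, r changed from 0.916 to 0.929 as single libraries were left out. The share of tuf, which encodes a translation elongation factor, was 1.51% ± 0.00846 in the control (SD, n = 3) and 0.845% ± 0.0312 in rP-PA (SD, n = 4).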

Correlation with control (untreated) samples was >0.92. 

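Over the 6 pairs of HVO methods, r had a mean of 0.945. The times of NEB-HVO correlated at 1.00, and each correlated with rP-PA at 0.99. rP-HVO had r = 0.88 with NEB-HVO at 30 and 120 min and r = 0.93 with rP-PA, while replicates of a method had 0.989 to 1.000 over 18 pairs. The gene csg, which encodes the S-layer glycoprotein, took 6.90% ± 0.586 of the non-rRNA counts in rP-HVO, against 13.6% ± 0.615 and 14.0% ± 0.760 in NEB-HVO at 30 and 120 min and 12.8% ± 0.444 in rP-PA (SD, n = 3, 4, 4 and 3). The signal recognition particle RNA (ffs) took 3.99% ± 0.494 in rP-HVO, 3.01% ± 0.436 in rP-PA and 1.43% ± 0.200 in NEB-HVO at 30 min (SD, n = 3, 3 and 4). Without the 10 genes of highest share the mean r was 0.981, and on log2 shares it was 0.992.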

Similar results were seen with HVO: 0.94–0.99, average 0.97 (Figure 7B, Table S4). Note that, in HVO, the correlation of all methods to RZ is slightly lower (>0.940, Figure 7B). We surmise that this is due to differences in growth medium—RZ samples were prepared in minimal medium, whereas all other samples were prepared in rich medium (Table 2). Nonetheless, this correlation is still high and significant. 

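RZ+ changed the relative counts of named HBT genes in both directions. Of 2275 genes tested, 400 rose and 446 fell against the control, and among those that changed at least 2-fold 20 rose and 153 fell (edgeR, n = 3 against 3). The largest falls among genes with a symbol were those of rpiA, ribose-5-phosphate isomerase (log2 fold change -1.73 ± 0.16 SE, edgeR adjusted p = 1.99e-06), and eif1A, a translation initiation factor (-1.32 ± 0.10 SE, edgeR adjusted p = 3.88e-07). They were followed by pfdA, a prefoldin subunit (-1.21), mvk, mevalonate kinase (-1.13), and yciH, a homolog of initiation factor SUI1 (-1.03). Both structural small RNAs fell (2 when adjusted over the list alone), ffs by 1.20 ± 0.15 SE and rnpB by 0.22 on the log2 scale, and so did ffh, the protein partner of ffs (-1.08 ± 0.06 SE, edgeR adjusted p = 2.63e-08). Of 12 gas vesicle genes, 4 rose, 1 fell and 7 did not pass (4 and 1 when adjusted over the list alone), with gvpH at 1.61 ± 0.26 SE, gvpF at 0.88 and gvpL at 0.75. Of 5 genes of phosphate and phosphonate uptake 4 rose, among them pstA at 0.51, pstC at 0.50 and phoU at 0.43. Of 13 genes of DNA replication and repair 7 rose and 1 fell, with gyrB at 0.40, uvrA at 0.39 and priS at -0.68. Of 19 genes of translation 8 rose and 5 fell, with the ribosomal protein genes rpmD at 1.01 and rpmC at 0.96 and the elongation factor gene tuf at 0.41. Of 6 genes of histidine synthesis 1 rose and 4 fell, with hisH at -1.08. None of the 11 lists passed camera. Single genes that rose also included ribB of riboflavin synthesis (1.19), gcvH of glycine cleavage (1.01), eno, enolase (0.89), and csg (0.68 ± 0.09 SE, edgeR adjusted p = 5.82e-05), and sdhC of succinate dehydrogenase fell (-0.55). Among unnamed genes with a mean of at least 50 counts in the higher group, the largest changes in each direction were those of VNG_RS08505 (-3.60), VNG_RS09580 (-3.59), VNG_RS06625 (1.48) and VNG_RS08315 (1.37). Genes with a symbol were chosen after their values were seen. Scaling by library size alone moved the median of all genes by -0.20, so that 159 genes rose and 635 fell, gvpL and phoU no longer passed, and 2 genes of DNA replication and repair rose and 2 fell. With the replicate number as a block, 620 rose and 601 fell.

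**Figure D2:**
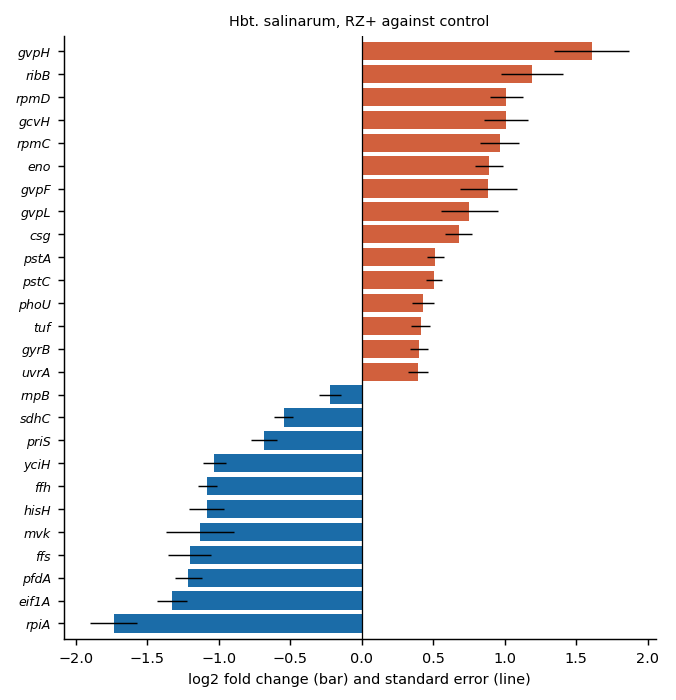
Log2 fold change of the named HBT genes that passed the test, RZ+ against control. Bars are edgeR's estimates and lines their standard errors. gvpH stands at 1.61 and rpiA at -1.73.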

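In the fit without a block, digestion with NEB-HVO changed fewer HBT genes than RZ+. At 30 min 108 genes rose and 160 fell against the control, and 3 and 19 of these changed at least 2-fold (edgeR, n = 3 against 3). The ribosomal protein gene rpmC fell (log2 fold change -0.75 ± 0.14 SE, edgeR adjusted p = 0.00366), as did eif1A (-0.59 ± 0.10 SE, edgeR adjusted p = 0.00207), aglJ of N-glycosylation (-0.50), sdhC (-0.46) and pfdA (-0.37). Genes that rose included deoC, deoxyribose-phosphate aldolase (0.73 ± 0.17 SE, edgeR adjusted p = 0.0156), truD, a tRNA pseudouridine synthase (0.59), gatB, an amidotransferase subunit (0.40), and phoU (0.31). The share of csg did not change detectably (0.06 ± 0.09 SE, edgeR adjusted p = 0.755). Of the gas vesicle genes only gvpO fell (-0.48) and none rose (0 and 1 when adjusted over the list alone). At 60 min 85 genes rose and 144 fell, with rpmC at -0.70, eif1A at -0.59, sdhC at -0.45, deoC at 0.68 and truD at 0.45. At 120 min 161 rose and 215 fell, with pfdA at -0.72 ± 0.09 SE (edgeR adjusted p = 0.000162), aglJ at -0.68, eif1A at -0.55 and sdhC at -0.45, and deoC at 0.66, gcvH at 0.61, cbiQ of cobalamin synthesis at 0.57, truD at 0.53 and eno at 0.44. Of the gas vesicle genes 1 rose and 3 fell at 120 min (1 and 3 when adjusted over the list alone), with gvpH at 0.83, gvpD at -0.45 and gvpO at -0.44. The rise of gvpH passed in 6 of 14 alternatives. The unnamed gene VNG_RS05585 had -1.49 at 30 min, -1.50 at 60 min and -2.11 at 120 min. In the fit without a block it was also the only gene to change between 30 and 120 min (-0.62 ± 0.10 SE, edgeR adjusted p = 0.0345). It did not pass with scaling by library size alone, with no filter on low counts, with only the groups compared or without any of 5 single libraries (replicates 2 and 3 at 120 min and replicates 1, 2 and 3 at 30 min). At an unadjusted p under 0.05, 71 genes changed between these times, and DESeq2 called 3. When only the groups compared were fitted, 113 genes changed at 30 min, 78 at 60 min and 216 at 120 min. Of these 22 rose and 91 fell at 30 min, 8 and 70 at 60 min and 56 and 160 at 120 min. With the replicate number as a block the counts were 965, 938 and 1175, against 1221 for RZ+, so the 120-min count was then close to that of RZ+. With the block 142 genes changed between 30 and 120 min. The excess of falls against the control was not seen with the block (478 rose and 487 fell at 30 min, 472 and 466 at 60 min, 584 and 591 at 120 min). At 30 min 136 genes changed without control replicate 1, 162 without control replicate 2, and 168 and 151 without replicates 1 and 2 of that time. At 60 min 122 and 137 changed without control replicates 1 and 2, and 126, 137 and 146 without replicates 1, 2 and 3 of that time. At 120 min 212 changed without control replicate 1 and 232 without replicate 2 of that time.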

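In HBT libraries treated with rP-PA, 855 genes rose and 797 fell against the control among 2280 tested, and 317 and 264 of these changed at least 2-fold (edgeR, n = 4 against 3). Scaled by library size alone 746 rose and 882 fell, and with DESeq2 798 rose and 858 fell, so the direction with more genes depends on the scaling. Genes of translation moved down as a group, with 14 of 19 lower, 3 higher and a median log2 fold change of -0.67 (camera, adjusted p = 0.00591; adjusted p = 0.0261 with an estimated correlation). They included metG and serS, which encode aminoacyl-tRNA synthetases (-1.33 and -1.13), rpmC (-1.36) and tuf (-0.76 ± 0.05 SE, edgeR adjusted p = 1.71e-09). Of 13 genes of DNA replication and repair 7 fell and 2 rose, with the gyrase genes gyrA at -1.34 and gyrB at -1.05. Of 5 genes of phosphate and phosphonate uptake 4 fell, with pstC at -1.07 and phnE at -0.78, and of 6 genes of the respiratory chain 5 fell, with sdhC at -1.92 ± 0.07 SE (edgeR adjusted p = 3.01e-13), while cyoE rose (1.41). Of 4 genes of arginine fermentation 3 rose, with argF at 1.17, arcD at 1.01 and arcA at 0.32. Translation was the only list of 11 that passed camera, and 1652 of all 2280 genes tested changed. Single genes that fell included carB and carA of carbamoyl phosphate synthesis (-2.04 and -1.68), purE of purine synthesis (-1.69), thiC of thiamine synthesis (-1.67) and tgtA of tRNA modification (-1.43). Genes that rose included mamA (3.01 ± 0.24 SE, edgeR adjusted p = 5.69e-09), hutU, urocanase (2.38), nadC of NAD synthesis (2.04), acs, acetyl-CoA synthetase (1.92), and katG, catalase-peroxidase (1.59). Both structural small RNAs rose (2 when adjusted over the list alone), ffs by 1.84 ± 0.13 SE and rnpB by 0.40. Of 12 gas vesicle genes 4 rose and 1 fell (2 and 1 when adjusted over the list alone). The gene csg had a log2 fold change of 0.18 (edgeR adjusted p = 0.041), a call that 12 of 15 alternatives did not make, and arcA did not pass with scaling by library size alone. Among unnamed genes with a mean of at least 50 counts in the higher group, the largest changes in each direction were those of VNG_RS11465 (5.73), VNG_RS11460 (5.71), VNG_RS01785 (-3.04) and VNG_RS00375 (-2.77). The rP-PA libraries were sequenced in another batch than the control and came from other cultures, so that treatment, batch and culture cannot be told apart.

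**Figure D3:**
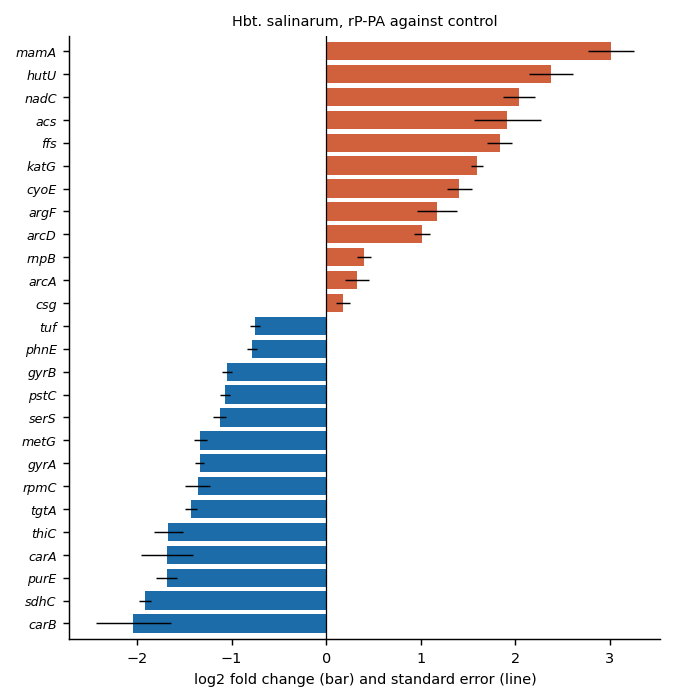
Log2 fold change of the named HBT genes that passed the test, rP-PA against control. Bars are edgeR's estimates and lines their standard errors. mamA stands at 3.01 and carB at -2.04.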

Based on this analysis, we conclude that rRNA removal and the choice of removal method does not change the number of reads on a per-gene basis in halophilic archaea. These rRNA removal methods can, therefore, be used for downstream applications, such as differential gene expression analysis.

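In HVO, genes differed between removal methods within a sequencing batch as well as across batches. Within the batch of April 2021, 358 genes were higher and 67 lower after rP-PA than after rP-HVO among 3835 tested, with 35 and 1 at 2-fold or more (edgeR, n = 3 against 3). The recombinase gene radA rose (log2 fold change 1.60 ± 0.14 SE, edgeR adjusted p = 9e-07), as did csg (0.96 ± 0.10 SE, edgeR adjusted p = 3.14e-06), the cytochrome oxidase gene coxB (0.83), mfnA (0.72), pdxT of pyridoxal phosphate synthesis (0.62), pstC (0.60), pyrF (0.44), hisE (0.43), uvrA (0.39) and fen, a flap endonuclease (0.31). Genes that fell included aglD (-0.31), ptsP (-0.29), eno (-0.26) and aspS, aspartyl-tRNA synthetase (-0.26). The small RNA ffs had -0.33 ± 0.14 SE (edgeR adjusted p = 0.153; 0 small RNAs rose and 2 fell when adjusted over the list alone). Of 9 genes of cobalamin synthesis 4 rose, and of 15 genes of DNA replication and repair 3 rose (12 lists, none past camera). The unnamed genes HVO_RS20380 (3.16) and HVO_RS02160 (2.67) rose most, and HVO_RS09845 (-1.38) and HVO_RS05610 (-0.69) fell most. With only these groups fitted 181 genes rose and 9 fell, with the replicate number as a block 578 rose and 360 fell, and scaled by library size alone 265 rose and 227 fell. Across batches, 885 genes rose and 987 fell after rP-HVO against NEB-HVO at 30 min, with 28 and 139 at 2-fold or more (n = 3 against 4). Scaled by library size alone, 1155 rose and 778 fell, so which direction held more genes depends on the scaling. Here radA fell (-2.14 ± 0.13 SE, edgeR adjusted p = 6.11e-09), as did csg (-1.06), malQ, a glucanotransferase (-1.03), bcp (-1.01), pstC (-0.88), coxB (-0.86), crtI, phytoene desaturase (-0.76), and fen (-0.70). Both structural small RNAs rose (2 when adjusted over the list alone), ffs by 1.40 ± 0.13 SE (edgeR adjusted p = 2.4e-07) and rnpB by 0.41. Of 10 genes of purine synthesis 7 rose, among them purL at 0.52, purE at 0.41 and purQ at 0.37 (camera, adjusted p = 0.0293; adjusted p = 0.751 with an estimated correlation). Of 6 genes of thiamine synthesis 5 rose and 1 fell, with thiI at 0.33 and thiD at 0.32, of 16 genes of translation 7 rose and 1 fell, and of 7 CRISPR genes 5 fell. Purine synthesis was the only list of 12 that passed camera here, and 1872 of all 3835 genes tested changed. Single genes that rose included cobD (0.58) and ndk, nucleoside diphosphate kinase (0.56), and the unnamed genes HVO_RS08205 (3.17) and HVO_RS10520 (2.12), while HVO_RS20380 (-3.68) and HVO_RS15675 (-3.55) fell most. Between 30 and 120 min of NEB-HVO, 13 genes fell and none rose (edgeR, 208 at an unadjusted p under 0.05, 28 by DESeq2), with eif1A at -0.73 ± 0.10 SE (edgeR adjusted p = 0.00296), tatA, a twin-arginine translocase subunit (-0.33), HVO_RS15565 (-1.30) and HVO_RS16225 (-0.75). The count was 7 to 22 without single libraries (22 without replicate 1 at 30 min, 8 without replicate 2 and 7 without replicate 4 at 30 min or replicates 2 or 3 at 120 min), 34 with only these groups fitted and 136 with the replicate number as a block. The lists of purine synthesis, DNA replication and repair and branched amino acid synthesis passed camera in that comparison (adjusted p = 0.0352 each; adjusted p = 0.603 with an estimated correlation), without any member past the test. From the correlations between methods, the paper concludes that the choice of method leaves the per-gene read counts unchanged and that the methods serve differential expression analysis.

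**Figure D4:**
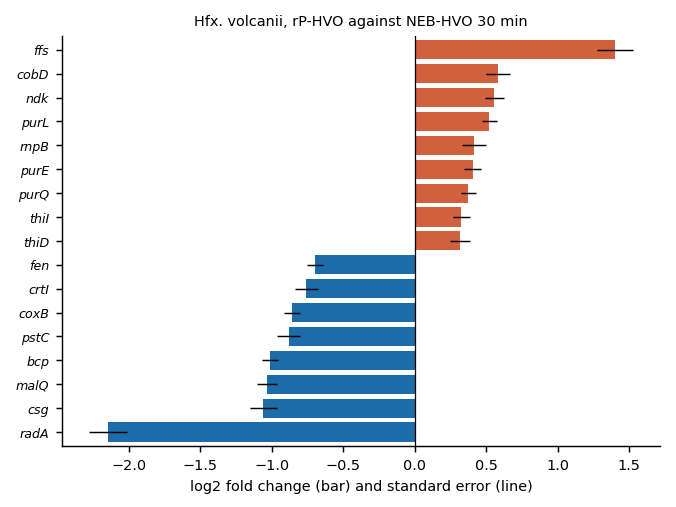
Log2 fold change of the named HVO genes that passed the test, rP-HVO against NEB-HVO at 30 min. Bars are edgeR's estimates and lines their standard errors. ffs stands at 1.40 and radA at -2.14.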

### 3.6. Utility of rRNA Removal Is Seen in Counts of Non-rRNA Genes

Previous studies have suggested a minimum sequencing depth of two [19] to ten [20] million reads per sample for obtaining reproducible results for differential expression. On a per-gene basis, five reads is considered a threshold, below which differential expression analysis is unreliable [18]. We sought to understand how rRNA removal affects transcript detection using data from HBT, from which we have data for a wide array of rRNA removal methods (including no removal), and a large range of rRNA remaining in sequenced samples (2–95%). Across these samples, we calculated the number of annotated genes with no mapped reads as well as <5 mapped reads. For consistency, we only considered samples that had been sequenced on the same machine (NovaSeq6000). 

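Genes with 0 counts and with under 5 counts were counted in each of the 19 HBT libraries, over the same 2623 genes as above. The compared groups were the control, RZ+ and NEB-HVO at 30, 60 and 120 min (n = 3 each) and rP-PA (n = 4), with the total counts given above. The paper's figure uses rP-PA replicates 1 to 3, so values over these are given beside those over all 4. Group means were compared with exact permutation tests (two-sided), adjusted over 5 comparisons with the control. Every library was also thinned at random, with means over 20 draws, to the smallest total count (20424590) or to the smallest non-rRNA count (1491755) of the HBT libraries. NEB-B and the second batch of NEB-HVO were not analysed here.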

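In the untreated HBT control, 322 ± 6.81 genes had 0 counts (SD, n = 3; median 320). After RZ+ the number was 323 ± 3.79, and after NEB-HVO it was 310 ± 4.73 at 30 min, 309 ± 5.51 at 60 min and 310 ± 5.69 at 120 min (SD, n = 3 each). After rP-PA it was 298 ± 2.94 (SD, n = 4; median 298 over replicates 1 to 3). The differences of NEB-HVO from the control were as large as 3 against 3 libraries can show (exact permutation tests, p = 0.1, adjusted p = 0.125), and so was that of rP-PA for 4 against 3 (p = 0.0571, adjusted p = 0.125). RZ+ did not differ (exact permutation test, p = 1). Of the genes, 287 had 0 counts in all 19 libraries, pyrF among them, which is 96.3% of the mean number after rP-PA. Of these, 284 lie at or past the tag VNG_RS10515, where 260 of 544 tags were counted in at least 1 library. Without the genes at 0 in all libraries, the control had 35.3 ± 6.81 and rP-PA 11.0 ± 2.94 undetected genes (SD, n = 3 and 4).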

We observed that more complete rRNA removal generally leads to increased detection of genes (Figure 8). All numbers that follow are median values, obtained from Table S1. For untreated RNA (~95% rRNA), 320 genes showed no reads, and this reduced to 312 for RNA treated with NEB-B (~86% rRNA) and further to 307 with NEB-HVO (~68% rRNA). The Panarchaea kit (rP-PA) reduced the number of undetected genes to 298 (~3% rRNA). For genes with <5 counts detected, there was a more dramatic change, from 385 genes for untreated RNA, but only 310 for Panarchaea kit. This trend held true even though the total number of reads for all genes (including rRNA) had relatively similar median values of ~30 M and ~27 M reads, respectively (Table S1), suggesting that the improved detection of lowly expressed genes is associated with more complete rRNA removal rather than deeper overall sequencing of the samples. These above results indicate that better rRNA removal improves per-gene counts and detection of lowly expressed genes, which is important for making accurate statistical conclusions regarding differential expression. rRNA removal enables increased multiplexing, and therefore, reduced cost for RNA-seq experiments.

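With under 5 counts, there were 372 ± 6.56 HBT genes in the control (SD, n = 3; median 373) and 308 ± 1.41 after rP-PA (SD, n = 4; median 307.5). After RZ+ there were 377 ± 4.58, and after NEB-HVO 336 ± 2.65 at 30 min, 331 ± 5.51 at 60 min and 329 ± 8.08 at 120 min (SD, n = 3 each). The number fell by 64.0 from the control to rP-PA (exact permutation test, p = 0.0571, the smallest that 4 against 3 allow) and by 36.0 to NEB-HVO at 30 min (exact permutation test, p = 0.1). Counted at 5 counts or fewer, a threshold chosen after the counts were seen, the medians were 385 in the control and 310 over replicates 1 to 3 of rP-PA.

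**Figure D5:**
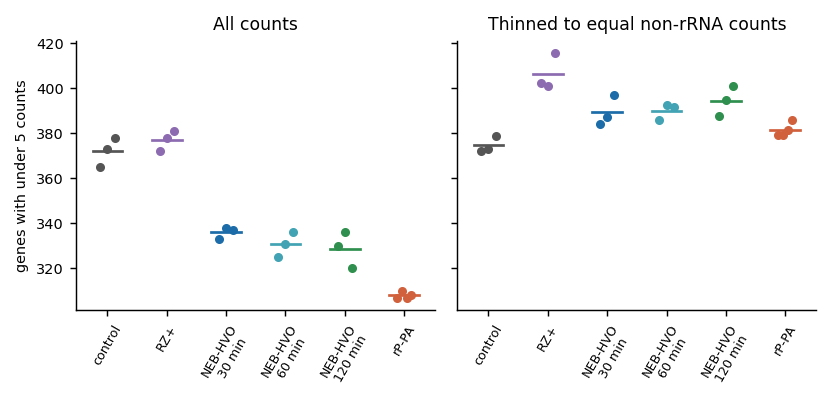
Number of HBT genes with under 5 counts by treatment, from all counts (left) and after every library was thinned to 1491755 non-rRNA counts (right). Each point is a library and each line a group mean. From all counts the mean is 372 in the control and 308 after rP-PA, and after thinning the groups lie between 375 and 406.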

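Thinned to the same total count, rRNA included, 402 ± 2.25 HBT genes had under 5 counts in the control (SD, n = 3) and 311 ± 1.31 after rP-PA (SD, n = 4). The difference of rP-PA from the control was -28.6 genes with 0 counts and -90.9 genes with under 5 counts (exact permutation tests, p = 0.0571 for each, the smallest that 4 against 3 allow). Thinned to the same number of non-rRNA counts, genes with 0 counts numbered 323 ± 6.07 in the control and 321 ± 1.02 after rP-PA (SD, n = 3 and 4; exact permutation test, p = 0.8). At these counts 375 ± 3.79 genes in the control and 381.5 ± 3.16 after rP-PA had under 5 counts, so that rP-PA was higher by 6.83 (SD, n = 3 and 4; exact permutation test, p = 0.0571). After RZ+ the number was 31.7 above the control and after NEB-HVO 14.8 to 19.9 above it (exact permutation tests, p = 0.1). From the similar totals of control and rP-PA libraries, the paper proposes that more complete rRNA removal, and not deeper sequencing, improves detection of lowly expressed genes.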

## 4. Discussion and Conclusions

The main technical challenge for prokaryotic transcriptomics is the low mRNA:rRNA ratio. Historically, different methods have been used to eliminate rRNA without biasing mRNA reads: digestion with exonucleases that preferentially degrade rRNA relying on 5′ monophosphate; subtractive hybridization that captures rRNA binding to antisense oligonucleotides [42,43]; and poly(A) tail addition to discriminate rRNA or reverse transcription with rRNA primers followed by RNaseH digestion [30,44]. However, to our knowledge, none of these methods has been successfully utilized for haloarchaea. Until the end of 2018, the Ribo-Zero kit from Illumina, based on sequence-specific biotinylated probes that hybridize with a pool of microbial rRNA sequences and then selectively remove the hybrids using streptavidin-coated magnetic beads, enabled the removal of ~70% of rRNA for several other archaeal species [13,14,15,16,17]. After this commercially available kit was discontinued, archaeal transcriptomics was at an impasse. Here, we invested time to troubleshoot this problem, where we test and directly compare newly available tools to help the archaeal community to move on with transcriptomic studies. Our investigation provides a guide for choosing a suitable application depending on the model organism or the combination of archaeal species of interest (e.g., communities, labs using multiple cultured species, metatranscriptomics).

We found that both RNAseH-based and biotin-based methods are efficient for rRNA removal. Certain commercially available kits from NEB and siTOOLs are the most effective when probes are designed that target archaeal species of interest. For HVO, the RiboPool kit as well as the NEBNext kit with custom-designed probes that target HVO (Figure 5) resulted in nearly complete rRNA removal. A similar number of total reads was observed after sequencing with no detectable bias in lowly expressed transcripts (Figure 8). In general, when using targeted kits, we found that the most important factor in determining rRNA removal efficiency was percentage identity of the target rRNA with the probe sequence (Figure 4 and Figure 5). We found that the Panarchaea kit from siTOOLs provides very good rRNA depletion across all four species tested here (Figure 6) and we anticipate that these can be effectively used for metatranscriptomics of archaeal communities. Targeted methods from both NEB and SiTOOLs as well as the Panarchaea probe set provide comparable performance to the discontinued RiboZero kit for HVO, with remaining rRNA close to 0. We further note that the Panarchaea kit exceeds the performance of the previous RZ method for HBT (Table S1, Figure 2 vs. Figure 6). In the future, continuing to deposit raw RNAseq data from the archaeal community into online data repositories such as NCBI Gene Expression Omnibus is critical for progress in the area of transcriptomics, which would facilitate future efforts to predict rRNA removal success depending on probe sequence identity.

One of the most important advantages of choosing an efficient rRNA removal method is analyzing differential expression of low-count genes. In the current study, we show that efficient rRNA depletion enables increased detection of lowly expressed genes (Figure 8). This improvement in coverage of low-count genes enables correct statistical analysis of differential expression [19,20,21]. Accurate detection of lowly expressed transcripts is also important when using RNA-Seq to map the transcriptome [12,45], including in metatranscriptomic protocols [44].

The rapid pace of discovery of new archaeal species [6,46] as well as the use of novel archaeal model organisms in the lab will bring further challenges for transcriptomics experiments. However, the methods tested here provide sufficient flexibility to solve such challenges. For example, it is possible that newly identified archaeal species may encode rRNA sequences divergent from commercially available primer sets such as siTOOLs Panarchaea. The NEBNext Core Reagent Set using the custom probe design tool (https://depletion-design.neb.com/) would therefore be an appropriate choice in this case. To facilitate rRNA removal in halophilic archaea, we have used this tool to design probe sets specific for each of the four species of interest here (HBT, HVO, HAH, and HFX, Table S5). Probe design for other archaeal species is readily carried out as described in Methods Section 2.3.6. Removal of rRNA enables increased detection of rare transcripts and extensive multiplexing. The methods tested here will, therefore, facilitate rapid progress in understanding the transcriptional response of a wide diversity of archaea to their environment.

## Figures and Tables

**Figure 1:**
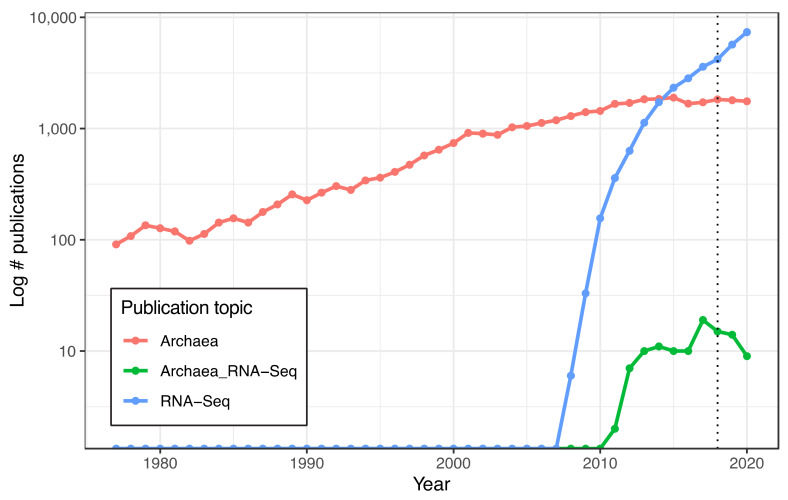
**Slowdown in Archaeal RNA-Seq publications in recent years**. Lines depicting number of publications per year detected in the NCBI PubMed databased searched with the terms “Archaea” (red), “RNA-Seq” (blue), and “Archaea RNA-Seq” (green), plotted on log-scale y-axis. Dotted line at 2018 marks discontinuation of the Illumina RiboZero kit.

**Figure 2:**
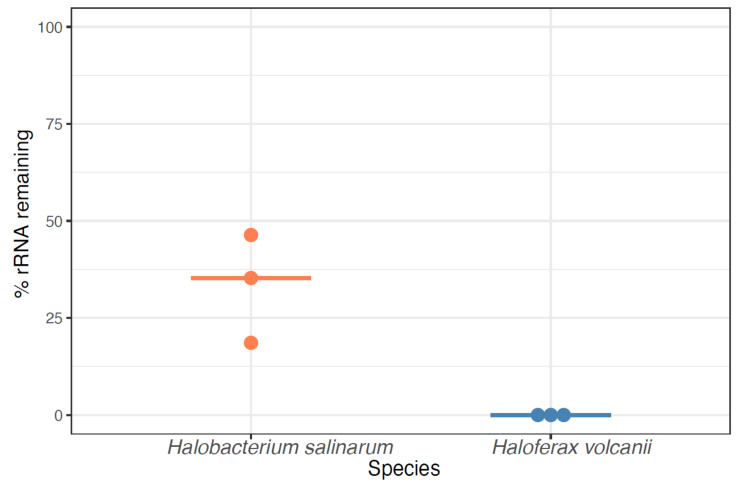
**Percentage of rRNA remaining in halophile RNA by using the discontinued Ribozero kit (RZ).** Each dot denotes one sample, with light orange dots representing *Hbt. salinarum* and blue dots representing *Hfx. volcanii* samples. Horizontal bars represent the median percentage of rRNA remaining.

**Figure 3:**
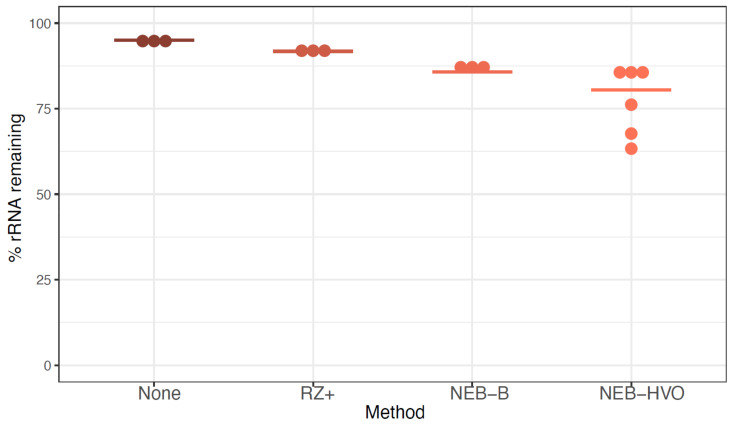
**rRNA removal using alternative methods in *Hbt salinarum*.** Each dot represents the percentage of counts mapping to rRNA genes after using no removal (brown), New Ribozero kit (RZ+, dark orange), NEBNext kit with bacterial probes (NEB-B, orange), and NEBNext kit with HVO probes (NEB-HVO, peach). Horizontal bars represent the median value.

**Figure 4:**
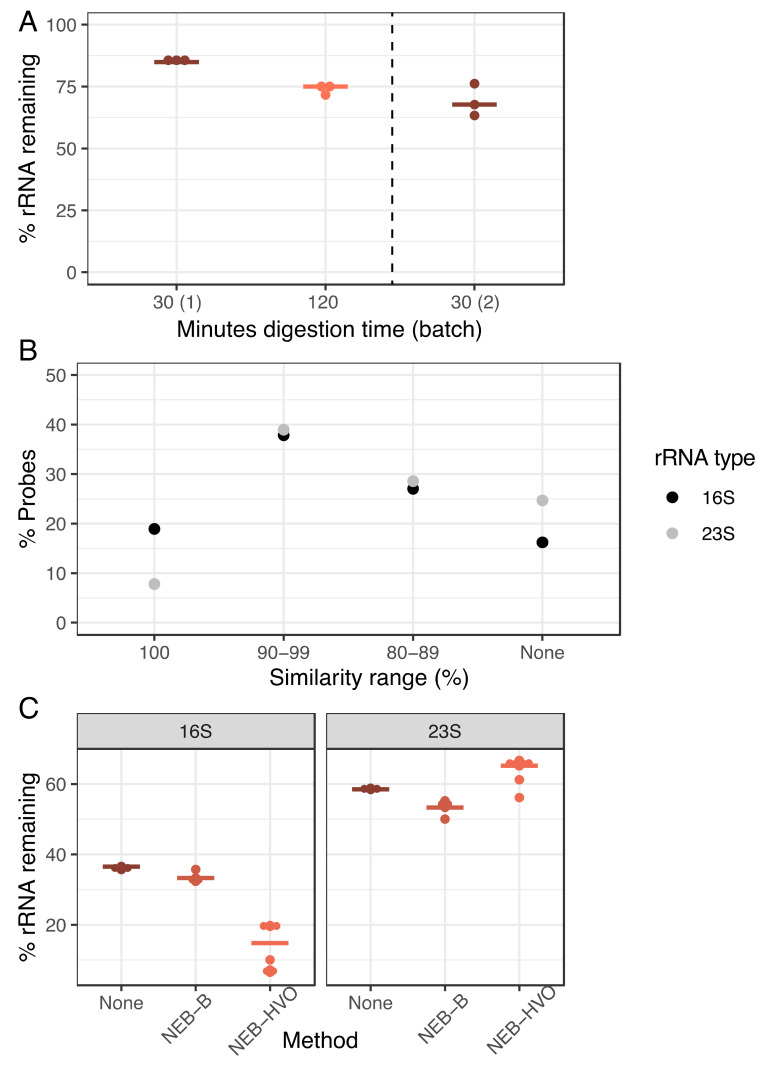
**Increasing RNAse digestion time is less important than probe sequence identity for efficient rRNA removal.** (**A**) Dotplot showing percentage of counts mapping to rRNA genes after using the NEB-HVO method on HBT total RNA samples after 30 min (brown) or minutes 120 (light orange) of RNAseH digestion. “NEB30 (2)” samples to the right of the dotted line were processed and sequenced in a different batch. Horizontal bars represent the median value. (**B**) Percentage of custom-designed HVO probes classified into 16S (black) and 23S (grey). Levels of sequence identity of HVO probes with *Hbt. salinarum* (HBT) 16S and 23S rRNA genes are shown on the X-axis, whereas the percentage of total probes at each sequence identity level is shown on the Y-axis. (**C**) Percentage of total reads mapping to either 16S (left panel) or 23S rRNA (right panel) genes of HBT using three different rRNA removal method—none (brown), NEB-B (dark orange), and NEB-HVO (light orange).

**Figure 5:**
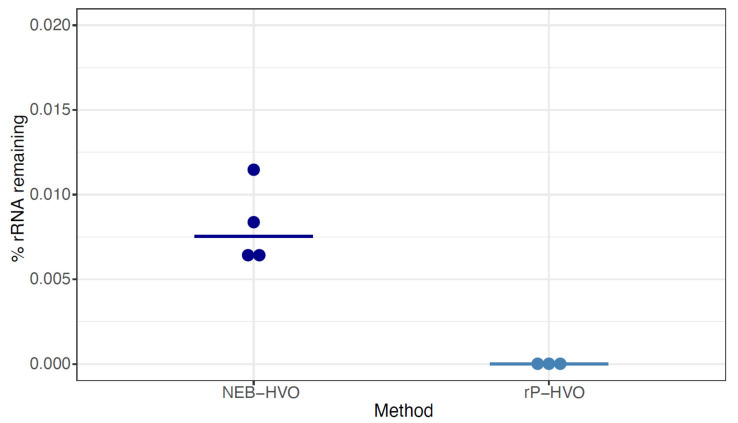
**Species-specific probes efficiently remove rRNA from target species.** Dotplots showing the percentage of rRNA remaining after using probes with sequences specific for *Hfx. volcanii* (HVO) rRNA. Dark blue dots represent %rRNA remaining in individual replicate samples depleted with NEBNext Core Reagent Set (“NEB-HVO” method). Light blue dots represent %rRNA remaining in individual replicate samples depleted with the siTools RiboPool kit (“rP-HVO”). Horizontal bars represent the median value.

**Figure 6:**
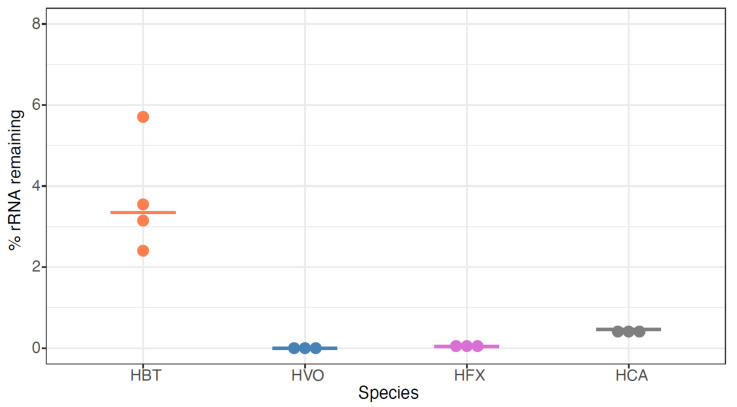
**Panarchaea (rP-PA) kit efficiently removes rRNA from total RNA across halophilic species.** Dotplots showing the percentage of the remaining counts mapping to rRNA genes in *Hbt. salinarum* (HBT, orange), *Hfx. volcanii* (HVO, blue), *Hfx. mediterranei* (HVO, purple), and *Hca. hispanica* (HCA, grey). Horizontal bars represent the median value of three biological replicate samples.

**Figure 7:**
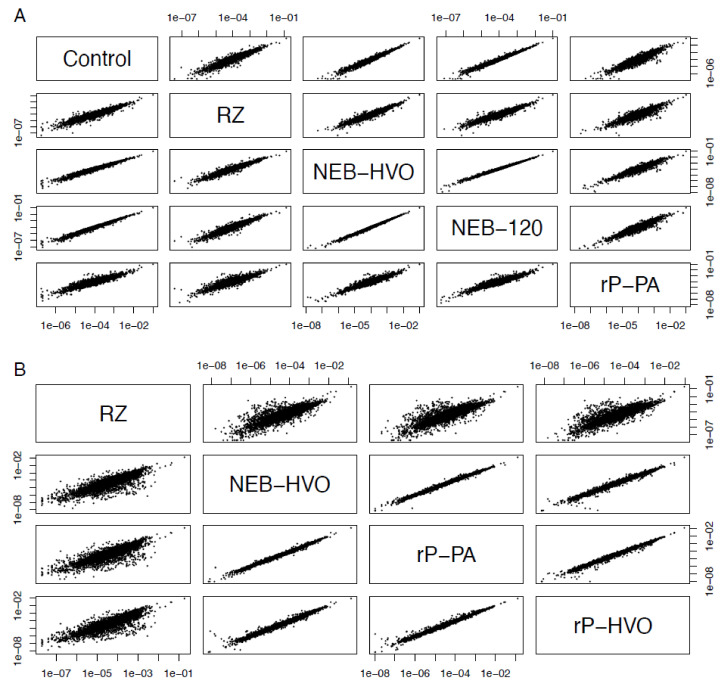
**Choice of removal method does not affect relative abundance of mRNAs.** Correlations between relative abundance of each gene after different rRNA removal methods in (**A**) *Hbt. salinarum* (HBT) and (**B**) *Hfx. volcanii* (HVO). Each dot represents the percent of total normalized reads for each gene (see Methods section). Methods shown here are “Control” (no removal), “RZ” (using discontinued RiboZero kit), “NEB-HVO” (using NEBNext kit with custom HVO probes), “NEB-120” (NEBNext kit with custom HVO probes and 120 min of RNAse digestion), “rP-PA” (siTools riboPOOL method using Panarchaeal probes), and “rP-HVO” (siTools riboPOOL method using HVO-specific probes).

**Figure 8:**
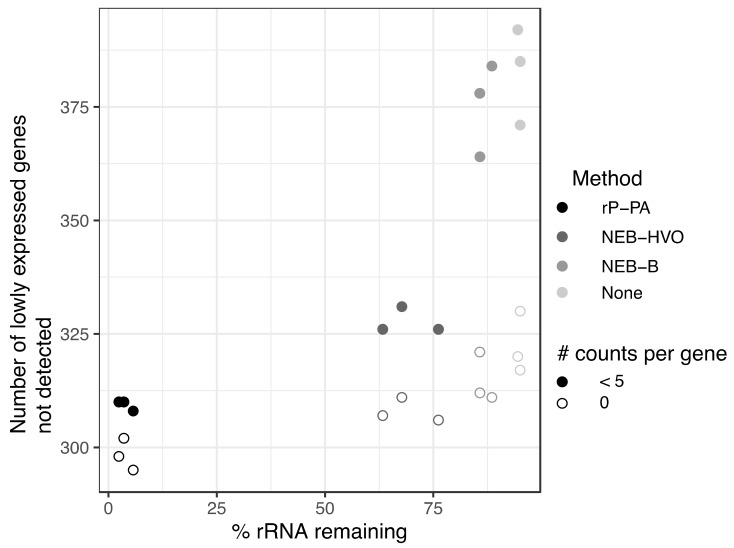
**More complete rRNA removal leads to increased detection of lowly expressed genes.** Number of genes with zero (open circles) and <5 (filled circles) reads detected in sequencing samples treated with different rRNA removal methods in *Hbt. salinarum*. The darker the circle color, the more complete the rRNA removal for each method: riboPOOL Panarchaea (rP-PA, black); NEBNExt with HVO-specific probes (NEB-HVO, dark grey); NEBNext with bacterial probes (NEB-B, grey); no removal (none, light grey).

**Table 1:** Strains used in this study.

Name and Wild Type Strain	Species Abbreviation	Genotype Used Here	Reference Genome
*Halobacterium salinarum* NRC-1 [24]	HBT	Δ*ura3*	GCF_000006805.1_ASM680v1
*Haloferax volcanii* DS2 [31]	HVO	Δ*pyrE*	GCF_000025685.1_ASM2568v1
*Haloferax mediterranei* ATCC33500 [25]	HFX	Δ*pyrE*	GCF_000306765.2_ASM30676v2
*Haloarcula hispainca* DF60 [25]	HAH	Δ*pyrF*	GCF_000223905.1_ASM22390v1

**Table 2:** All media recipes used for test organisms in this study.

Name	Species Abbreviation	Ingredients (per L)	Supplement	pH
CM (rich media)	HBT	250 g NaCl (Fisher Chemicals, Hampton, NH, USA); 20 g MgSO_4_.7H_2_O (Fisher Chemicals); C_6_H_5_Na_3_O_7_.2H_2_O (Fisher Chemicals); 2 g KCl (Fisher Chemicals); 10 g bacteriological peptone (Oxoid, Hampshire, UK)	50 mL uracil (1 mg/mL) (Acros Organics, Geel, Belgium)	6.8
YPC 18% (rich media [32])	HVO and HFX	144 g NaCl (Fisher Chemicals);4.2 g KCl (Fisher Chemicals); 18 g MgCl_2_.6 H_2_O (Fisher Chemicals); 20 g MgSO_4_.7H_2_O (Fisher Chemicals); 12 mL 1 M TrisHCl (Fisher Chemicals) pH7.5; 5 g yeast extract (Fisher Chemicals); 1 g 10 g bacteriological peptone (Oxoid); 1 g Cas aminoacids (VWR, Radnor, PA, USA)	50 mL uracil (1 mg/mL) (Acros Organics)	7.5
PR 18% (minimal media [this study])	HVO	170 g NaCl (Fisher Chemicals); 70 g MgCl_2_.6 H_2_O (Fisher Chemicals); 7 g KCl (Fisher Chemicals); 5 mL 1 M TrisHCl (Fisher Chemicals) pH7.5; 5 mL 1 M NH_4_Cl; 2 mL 0.25 M K_2_HPO_4_; 5 mL 1 M NaHCO3; 0.8 mL thiamine (1 mg/mL); 0.1 mL biotine (1 mg/mL); 0.5% glucose.	50 mL uracil (1 mg/mL) (Acros Organics)	7.2
YPC 23% (rich media [33])	HAH	180 g NaCl (Fisher Chemicals); 4.2 g KCl (Fisher Chemicals); 18 g MgCl_2_.6 H_2_O (Fisher Chemicals); 20 g MgSO_4_.7H_2_O (Fisher Chemicals); 12 mL 1 M TrisHCl (Fisher Chemicals) pH7.5; 5 g yeast extract (Fisher Chemicals); 1 g 10 g bacteriological peptone (Oxoid); 1 g Cas aminoacids (VWR)	50 mL uracil (1 mg/mL) (Acros Organics)	7.5

**Table 3:** Doubling time and incubation time for different species in different media.

Species	Media	Doubling Time (h)	Days Until Stationary Phase
HBT	CM	6	3
HVO	YPC18%	3	2.5 (36 h)
HVO	PR18%	12	3
HFX	YPC18%	2.5	2
HAH	YPC23%	6	3

**Table 4:** Primers used to check for genomic contamination.

Species	Forward Primer Sequence 5′-3′	Reverse Primer Sequence 5′-3′	Fragment Size
HBT	CGACATTCGGGTTGCGTTGTG	GGCGTTGTTCACGAAGCA	1372
HFX	CACATCAGCGAGGAGTTTGA	GACAGACGACGAGTTGGTCA	162
HVO	AGAAGTACAAGGGCGTCGAA	TTTTCGAACTCCTCGCTGAT	171
HAH	GCCGATTGCTCCGTCTACTA	ACTGCTCGGTGAGAAACGTC	161

**Table 5:** rRNA-coding gene identifiers for each species of interest.

Species	rRNA Type	Gene Identifier (s)	Alternate Gene Identifier (s)
HBT	16S	VNG_RS09790	VNG_r02
	23S	VNG_RS09800	VNG_r03
	5S	VHG_RS00395	VNG_r04
HVO	16S	HVO_RS13015, HVO_RS18920	HVO_3038, HVO_3064
	23S	HVO_RS13025, HVO_RS18910	HVO_3040, HVO_3062
	5S	HVO_RS13030, VHO_RS18905	HVO_3041, HVO_3061
HFX	16S	HFX_RS14380, HFX_RS08900	HFX_1820, HFX_2933
	23S	HFX_RS14370, HFX_RS08910	HFX_1822, HFX_2931
	5S	HFX_RS08915, HFX_RS14365	HFX_2930, HFX_1823
HAH	16S	HAH_RS08910, HAH_RS01110	HAH_1834, HAH_0232
	23S	HAH_RS08905, HAH_RS01120	HAH_1833, HAH_0234
	5S	HAH_RS08900, HAH_RS01125	HAH_1832, HAH_0235

## Data Availability

Code used to analyze data associated with this study is freely accessible via https://github.com/amyschmid/rRNA_analysis. RNA-seq data, including raw sequencing data and metadata, are available through the National Center for Biotechnology Information Gene Expression Omnibus (NCBI GEO) database at accession GSE200776.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/biom12050682/s1, Figure S1: Analysis of sequencing depth, number of biological replicates, and detection of differentially expressed genes (2-fold differential expression) using the online tool Scotty. Table S1: %rRNA, counts, and metadata of all samples in this study. Table S2: Archaea_RNApubs-AKS-rev-2022-04-28. Table S3: probespecificity-AKS-2022-02-25. Table S4: gene count correlations between methods. Table S5: Custom rRNA depletion probes designed for halophilic archaeal species.

How the deposited data were processed for this re-analysis (not part of the article)

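Counts of 39 libraries from 4 species (HBT, HVO, HFX and HAH) were analysed, 1 library per file. HBT had an untreated control, RZ+, NEB-HVO at 30, 60 and 120 min (3 libraries each) and rP-PA (4). HVO had NEB-HVO at 30 and 120 min (4 each), rP-HVO and rP-PA (3 each), and HFX and HAH had rP-PA (3 each). According to the paper's methods, the authors extracted total RNA, removed rRNA with each kit, prepared directional libraries with the NEBNext UltraII kit and sequenced them on Illumina instruments. The authors trimmed reads with TrimGalore! and cutadapt, aligned them with Bowtie2, sorted them with SAMtools and counted reads per gene with HTSeq-count to make the count files, as deposited. Versions of these tools are not given in the sources used here. The values are whole read counts per gene without normalization, rRNA genes included, followed by the summary classes of HTSeq-count. No 2 libraries held identical counts. HBT has counts for 2623 genes, HVO for 3909, HFX for 3823 and HAH for 3810.

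The rRNA percentage is the sum of counts on the 16S, 23S and 5S genes of the paper's Table 5 divided by the counts on all genes. Each library's percentage has a 95% Wilson interval, and a count of 0 was taken to allow up to 3 counts. These intervals and limits cover counting error only. At 20424590 to 42961838 counts per library the counting error was small beside the spread between replicates, except for HVO with rP-HVO, where 1 to 7 rRNA counts were found per library. Fold removal is the mean ratio of rRNA to non-rRNA counts in the controls divided by that ratio in a library. Groups were compared with exact permutation tests (two-sided) of the difference of means, and the times of digestion with an exact permutation test of Pearson's r against log2 minutes over 1680 assignments. The species were compared with 100000 resamples of the Kruskal-Wallis H. The p-values were adjusted after Benjamini and Hochberg within each family of comparisons. The smallest p that an exact test can give is 0.1 for 3 libraries against 3 and 0.0571 for 4 against 3.

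Correlations between methods are Pearson's r across non-rRNA genes of mean shares of non-rRNA counts, with a pseudocount of 0.5 where shares were put on the log2 scale. After the rRNA genes were left out, genes that changed were tested with edgeR 4.0.16 in R 4.3.3 (filterByExpr, TMM, robust quasi-likelihood fit) at an adjusted p under 0.05, with 9 comparisons, and the number at 2-fold or more is given beside it. Gene lists were tested with camera of limma 3.58.1 (preset correlation 0.01) when at least 3 members were tested. The lists were structural small RNAs, gas vesicle, purine synthesis, histidine synthesis, cobalamin synthesis, arginine fermentation, respiratory chain, phosphate and phosphonate uptake, translation, DNA replication and repair, chaperones and protein turnover, thiamine synthesis, branched amino acid synthesis, CRISPR system and rhc genes. They were made from gene symbols, since products were not held here, so planned lists that need products were not used here. The patterns for gas vesicle genes and structural small RNAs were fixed at the start, and the other lists were written after the symbols were seen and before any gene was tested. The edgeR test was tried on simulated data with 200 changed genes per comparison. For RZ+ against control (2270 genes run) it recovered 58.2% of genes changed 1.5-fold and 92.5% of those changed 2-fold, with 4.71% false calls. Between 30 and 120 min in HBT (2264 genes run) it recovered 50.7% at 1.5-fold and 97.0% at 2-fold.

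Genes named in the text followed a rule set before the data were examined: the rRNA genes, the genes deleted in the strains, the 8 largest rises and falls of each comparison with a mean of at least 50 counts and no overlap between groups, up to 3 members of each list with the smallest p, and the 5 genes with the highest share. Since most genes with the largest changes have no symbol, the genes with a symbol and the largest changes were added after their values were seen. Undetected genes of HBT were counted per library, also after thinning to 20424590 counts in all or to 1491755 non-rRNA counts (means over 20 draws). Identities of the 117 probes were read from the paper's Table S3 and compared with Fisher's exact test, and the alignment behind them was not run again here.

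The alternatives were DESeq2 1.42.0, other scalings (library size, RLE), no filter on low counts, rRNA genes kept, only the groups compared, thinning to the shallowest library, the replicate number as a block, each library left out in turn, other denominators of the rRNA percentage, 5S left out, low-quality reads counted as rRNA, other correlation measures and other count thresholds. The block was run in every comparison of genes that changed. Same-numbered libraries deviated from their group means alike among the HBT groups of September 2020 (correlations of 0.56 to 0.94), between the 2 times of NEB-HVO in HVO (0.15 to 0.60) and between rP-HVO and rP-PA in HVO (0.61 to 0.81). Between the 2 times in HVO, differently numbered libraries reached 0.30, so the ranges overlap and the pairing is less clear there. Same-numbered libraries did not deviate alike for rP-PA against control in HBT (-0.03 to 0.02) or rP-HVO against NEB-HVO at 30 min in HVO (-0.28 to 0.02), where the block has no such basis. Counts were read with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. Libraries of other methods and batches in the paper were not analysed here.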

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

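The tests of the HVO genes below, of the low-quality reads (pairs included) and of depth were chosen only after the results were seen, while the test of further loss with longer digestion was set before its result was seen.

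Outliers were looked for with Dixon's test in groups of 4 libraries, over 24 measures, and chance alone gives about 1 in 20. In HBT rP-PA, replicate 2 stood far from the others with 42961838 total counts (others 24802234 to 27831712) and 41928433 non-rRNA counts (others 24021077 to 26578384). Replicate 1 of the same group had a ratio of 16S to 23S counts of 0.355 (others 0.0866 to 0.122). In HVO after 120 min of NEB-HVO, replicate 1 had 0.0116% rRNA (others 0.00755% to 0.00764%), and nearly all of it was 5S rRNA, also 0.0116% (others 0.00748% to 0.00759%). The rRNA operon of HAH that the paper's Table 5 leaves out had a mean of 37616 counts per library (27034 to 45747, n = 3), against the 3 counts that a count of 0 allows.

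The 60-min HBT libraries are listed in the paper's Table S1, but the paper tests no single genes in them. Between 60 min of NEB-HVO and the control, 229 HBT genes differed (edgeR, n = 3 against 3; 122 and 137 without control replicates 1 and 2, and 126, 137 and 146 without replicates 1, 2 and 3 of 60 min), of which 144 fell. If these RNAs were lost in the digestion, longer digestion would lower them further. Their median log2 fold change between 30 and 120 min was -0.06, under all of 10000 random lists matched for expression (percentile 0 for further loss with longer digestion; the middle 95% of lists ran from -0.01 to 0.03), and 91 of the 144 were negative. Depth as the cause is argued against, since 104 genes fell when all libraries were thinned to the shallowest. The random lists were drawn over genes, so the percentile does not cover the spread between libraries (n = 3 against 3). Loss in the digestion may contribute, and no biological explanation was tested.

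In HVO, 35 genes were lower by 2-fold or more after rP-HVO than after rP-PA, with a median log2 fold change of 1.36 for rP-PA against rP-HVO. Normalization as the cause is argued against, since 31 genes were lower by 2-fold or more with scaling by library size alone. After thinning the number was 36, but the libraries of these kits were of similar depth (23164102 to 31879550 non-rRNA counts). Thinning therefore tests depth only weakly. Only the numbers of genes were compared, and not which genes they were. The 35 genes were chosen by their rP-HVO values, so these values cannot test a loss. Against NEB-HVO at 30 min the median for rP-PA was -0.55 (quartiles -0.76 and -0.20), where a rise in the rP-PA libraries alone would raise it, and 23 of the genes were lower and 0 higher (edgeR; 0 higher also at an unadjusted p under 0.05). A loss of these RNAs in the rP-HVO libraries is a candidate explanation, but NEB-HVO was sequenced in another batch, gene length was not tested, and no biological explanation was tested.

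Reads of low mapping quality made up 3.20% of the reads in HBT rP-PA, against 0.650% ± 0.107 in the control (SD, n = 4 and 3). Table 5 of the paper lists 1 rRNA operon for HBT. Since most reads of the control are rRNA, its low percentage argues against low mapping quality of rRNA reads in general in HBT. Relative to non-rRNA counts, however, low-quality reads were more frequent in the control (0.103 to 0.157) than in rP-PA (0.0391 to 0.0414). The percentages therefore do not show which RNAs the low-quality reads came from. In HVO such reads may come from the rRNA operons that map to both copies, in which case they would fall with longer digestion. They changed by -1.72 percentage points from 30 to 120 min (exact permutation test, p = 0.257) and were lower in all 4 pairs of same-numbered libraries (exact sign-flip test, p = 0.125, the smallest that 4 pairs can give), too few to settle this, and no biological explanation was tested.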

How the results depend on the processing

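The correlations over the paper's methods alone or without single libraries, the block for gene lists and for the 16S to 23S ratio, the threshold of 5 counts or fewer, rP-PA replicates 1 to 3 alone and identity over the whole probe were chosen only after the data were seen. A BLASTN match of the probes to the HBT genome was not run. Of 721 values under alternatives, not counting named genes, 608 kept their direction and side of the threshold or stayed within the replicate spread (counts of genes within 1.5 times), 11 reversed and 102 moved. For named genes 1973 of 2091 were kept, 113 fell short of the threshold, 5 newly passed and 0 reversed. The tests of rRNA percentage against the control (40 of 40), the trend with time (11 of 11), the 16S to 23S ratio (31 of 31) and the species (14 of 14) were kept. Exact tests of 3 against 3 cannot pass 0.05, so for these only the direction is informative.

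With reads outside genes in the denominator, the HBT control had 92.99% rRNA, RZ+ 88.6%, NEB-HVO 80.7%, 77.4% and 67.7% at 30, 60 and 120 min, and HAH 0.350%, which follows from the larger denominator. With low-quality reads counted as rRNA, rP-PA left 7.28% in HBT, 3.71% in HVO, 3.77% in HFX and 5.22% in HAH, and in HVO NEB-HVO left 9.22% and 7.29% at 30 and 120 min and rP-HVO 2.86%. With the operon outside Table 5, HAH had 0.575%. Without 5S the change from 30 to 120 min in HVO reversed to 8.60e-06 percentage points. These follow from which reads are counted.

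The difference of RZ+ from the control in HBT genes with 0 counts (0.333) was -1.10 after thinning to the smallest total and -2.33 to 4.17 without single libraries (-1.83 without RZ+ replicate 2, -2.33 without control replicate 1, -0.833 without control replicate 3, 4.17 without control replicate 2), and that under 5 counts was -3.83 after thinning. Thinned to the smallest non-rRNA count, the difference in genes with 0 counts was 1.85 for NEB-HVO at 120 min, and that under 5 counts was 14.8, 15.5 and 19.9 for 30, 60 and 120 min and 6.83 for rP-PA, all above the control. The cause was not tested. The fewer genes under 5 counts found in these groups from all counts were thus not seen at equal non-rRNA counts.

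For HBT the mean correlation was 0.984 on log2 shares, 0.972 by rank, 0.931 without the 10 top genes and 0.955 over the paper's methods. The lowest was 0.949, 0.922, 0.810 and 0.907, and the lowest with the control 0.956, 0.927 and 0.826 (first 3 settings). For HVO the mean was 0.992, 0.992, 0.981 and 0.935 and the lowest 0.987, 0.985, 0.965 and 0.884. Without single libraries these were 0.960 to 0.964, 0.856 to 0.872 and 0.916 to 0.929 in HBT and 0.937 to 0.950 and 0.860 to 0.891 in HVO. The cause was not tested.

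With only the groups compared, edgeR called 113, 78 and 216 HBT genes at 30, 60 and 120 min against control and 190 in HVO for rP-PA against rP-HVO, where fewer samples estimate the spread. With the replicate number as a block it called 965, 938, 1175 and 938, since the block removes variation shared by same-numbered libraries. Without single libraries the HBT counts were 136 to 257, 122 to 221 and 212 to 389. The lower counts came without control replicate 1 (136, 122, 212), control replicate 2 (162 at 30 min, 137 at 60 min), replicates 1 and 2 of 30 min (168, 151), replicates 1, 2 and 3 of 60 min (126, 137, 146) and replicate 2 of 120 min (232). The cause was not tested.

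Between 30 and 120 min in HBT, edgeR called 1 gene (71 at an unadjusted p under 0.05), 0 with library size only, no filter on low counts or only the groups compared (72, 71 and 60 at an unadjusted p under 0.05), and 3 with rRNA genes kept (2 at 2-fold). DESeq2 called 3 and the block 142. The range without single libraries was 0 to 1 (0 without replicates 2 or 3 of 120 min or replicates 1, 2 or 3 of 30 min, with 66, 51, 48, 63 and 75 at an unadjusted p under 0.05). In HVO the 13 genes became 28 with DESeq2, 34 with only the groups compared and 136 with the block, and 7 to 22 without single libraries (22 without replicate 1 of 30 min, 8 without its replicate 2, 7 without its replicate 4 or replicates 2 or 3 of 120 min), with 0 to 1 at 2-fold (edgeR, 0 without replicate 3 of 120 min or replicate 2 of 30 min, with 175 and 168 genes of any size at an unadjusted p under 0.05). Scaled by library size alone, 1155 genes rose and 778 fell after rP-HVO against NEB-HVO at 30 min, against 885 and 987 with TMM. The cause was not tested.

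Of the gene lists, fry called 6 for RZ+, 2, 1 and 2 for NEB-HVO at 30, 60 and 120 min, 6 for rP-PA against control, 4 for rP-PA against rP-HVO, 0 for 120 against 30 min in HVO (2 at an unadjusted p under 0.05, 3 by camera) and 6 for rP-HVO against NEB-HVO. With an estimated correlation camera called 0 in each of the last 2 comparisons (0 at an unadjusted p under 0.05), and with the block 0 in the last (1 at an unadjusted p under 0.05), where same-numbered libraries did not deviate alike and the block has no such basis. The cause was not tested.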

Differences from the paper's values

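The paper gives medians where means are reported here. For rRNA left in HVO by NEB-HVO, the paper's value is 0.008%, and the mean of the 30-min libraries was 0.0143%. Of the alternatives set before the data were examined, the value falls within 1.5 times the paper's with reads outside genes in the denominator (0.0114%) and without replicate 1 (0.0119%), but not with the median (0.0129%), with low-quality reads counted as rRNA (9.22%) or without replicate 2 (0.0157%), 3 (0.0144%) or 4 (0.0152%). The libraries of 120 min, which the paper's sentence does not name, had a mean of 0.00860% and a median of 0.00764%. The totals of the 120-min libraries match Table S1, while those of the 30-min libraries match none there. The paper's value may therefore rest on other counts than those of the 30-min libraries used here.

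For rP-HVO in HVO the paper's value is 0.000008%, and the mean was 1.39e-05%. The median (7.66e-06%), reads outside genes in the denominator (1.16e-05%) and leaving out replicate 3 (5.72e-06%) come within the limits, while low-quality reads counted as rRNA (2.86%) and leaving out replicate 1 (1.89e-05%) or 2 (1.70e-05%) do not. For rP-PA in HVO the paper's value is 0.0002%, and the mean was 0.000302%. The median (0.000232%), reads outside genes in the denominator (0.000252%) and leaving out replicate 3 (0.000146%) come within the limits, while low-quality reads counted as rRNA (3.71%) and leaving out replicate 1 (0.000337%) or 2 (0.000423%) do not.

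For the highest number of reads on non-rRNA genes with no removal, RZ+ and NEB-HVO in HBT, the paper's value is 3.6M and the highest library had 8.09M. Over control, RZ+ and 30 min alone, a choice made after the values were seen, it was 4.25M.

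For the correlations between HBT methods, the paper's lowest value is 0.91 and its mean 0.95, against 0.862 and 0.962 here. For HVO the paper's lowest is 0.94 and its mean 0.97, against 0.880 and 0.945. The paper's set of methods includes some not analysed here. The lowest HBT pair here was RZ+ with rP-PA, and RZ+ is not among the methods of the paper's Figure 7. Each of these values still differs from the paper's under every alternative set before the data were examined (log2 shares, ranks, without the 10 genes of highest share, without genes at 0 in every library). All of these alternatives keep RZ+ in HBT. With only the paper's methods that are held here, a choice made after the values were seen, the lowest and the mean were 0.907 and 0.955 in HBT and 0.884 and 0.935 in HVO. The lowest HBT value then rounds to the paper's 0.91, so the lower value over all methods came with RZ+.

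The paper states that the choice of method leaves the counts per gene unchanged, and edgeR called 846 genes for RZ+ against control in HBT and 425 for rP-PA against rP-HVO in HVO, both within a sequencing batch. RZ+ is not among the methods of the paper's Figure 7. For NEB-HVO, which is, edgeR called 268 genes against the control of its batch at 30 min (136 and 162 without control replicates 1 and 2, 168 and 151 without replicates 1 and 2 of 30 min) and 376 at 120 min (212 without control replicate 1, 232 without replicate 2 of 120 min), with r = 0.997 and 0.996 between the group means. The paper states that rP-PA was as effective in HVO as the probes made for it, and rP-PA left more rRNA than rP-HVO in each library (exact permutation test, p = 0.1, the smallest that 3 against 3 can give). With 5S left out, an alternative set before the data were examined, the libraries of the 2 kits overlapped and the difference was 1.06e-05 percentage points (exact permutation test, p = 0.6). The paper's counts of genes under 5 counts, 385 in the control and 310 after rP-PA, equal the medians found here at 5 counts or fewer, over replicates 1 to 3 for rP-PA, a threshold chosen after the values were seen.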

Other observations

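The test of the contrast between species was chosen only after the result was seen, and those of other splits were not.

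For genes changed, each comparison was repeated over all splits of its libraries into groups of the same sizes. In comparisons of 3 against 3, 1 of 10 splits, the real one, gave as many genes, and 10 splits are too few for a share under 0.05. The real counts were 846 for RZ+, 268, 229 and 376 for NEB-HVO at 30, 60 and 120 min and 1 for 120 against 30 min in HBT, where the highest other split gave 0, and 425 for rP-PA against rP-HVO in HVO, where it gave 2. Other splits that part all same-numbered pairs, as the real one does, gave 0 in each of these comparisons. In comparisons of 4 against 3, 1 of 35 splits gave as many, a share under 0.05, which does not exclude chance. The real counts were 1652 genes for rP-PA against control in HBT (highest other split 1136, with rP-PA replicate 4 beside the controls) and 1872 for rP-HVO against NEB-HVO at 30 min in HVO (highest other split 977, with replicates 2 to 4 of NEB-HVO against the rest). In both of these the real split also follows the sequencing batch, so that batch and method cannot be told apart. For 120 against 30 min in HVO, with 13 genes, 1 of 35 splits gave as many and the highest other split gave 1. Same-numbered libraries were treated as paired there, and the 8 splits that part all pairs (highest other 0) are too few for a share under 0.05.

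The change in rRNA between 30 and 120 min, as log2 of rRNA over non-rRNA counts, was -1.04 ± 0.14 in HBT and -0.70 ± 0.22 in HVO (SD, n = 3 and 4; exact permutation test of the difference of -0.35, p = 0.0571, the smallest that 4 against 3 can give). For low-quality reads over non-rRNA counts it was -0.56 ± 0.29 and -0.36 ± 0.25 (SD, n = 3 and 4; exact permutation test, p = 0.4). The species were sequenced in different batches. The rRNA counts were nearly all 16S and 23S in HBT and nearly all 5S in HVO, so the contrast compares different rRNA molecules. Without 5S the HVO percentage did not fall with time, as given above. The gene pyrF had 1094 to 2200 counts in HVO libraries and 0 in all 19 HBT libraries. In HAH it had 45 to 75 counts, although the paper's Table 1 gives this strain as lacking pyrF.

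Lists not described at the claims had these members past the edgeR test, and none of these lists passed camera in these comparisons. Of all genes tested, 846 of 2275 changed for RZ+, 1652 of 2280 for rP-PA and 1872 of 3835 for rP-HVO. For RZ+ against control 3 of 10 genes of purine synthesis rose, 2 of 7 of cobalamin synthesis rose and 1 fell, 3 of 8 of chaperones and protein turnover rose and 2 fell, 1 of 6 of the respiratory chain rose and 1 fell, and 1 of 3 of thiamine synthesis rose. For rP-PA against control 6 of 10 of purine synthesis rose and 3 fell, 2 of 7 of cobalamin synthesis rose and 4 fell, 2 of 8 of chaperones and protein turnover rose and 5 fell, 1 of 6 of histidine synthesis rose and 1 fell, and 1 of 3 of thiamine synthesis rose and 2 fell. For rP-HVO against NEB-HVO at 30 min in HVO, 1 of 7 of branched amino acid synthesis rose and 4 fell, 2 of 5 rhc genes rose and 2 fell, 2 of 9 of chaperones and protein turnover rose and 2 fell, 2 of 6 of histidine synthesis rose and 2 fell, 2 of 4 of the respiratory chain fell, 3 of 9 of cobalamin synthesis rose and 4 fell, 4 of 15 of DNA replication and repair rose and 3 fell, and 2 of 7 of phosphate and phosphonate uptake rose and 2 fell.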
